# Transcriptomic Analysis of Rat Cerebral Cortex Reveals the Potential Mechanism of Electroacupuncture Opening Blood Brain Barrier

**DOI:** 10.3389/fnins.2022.834683

**Published:** 2022-02-24

**Authors:** Congcong Ma, Lin Gan, Hao Wang, Li Ren, Yubo Lin, Yibin Zhao, Shanshan Zhang, Peng Gong, Xianming Lin

**Keywords:** electroacupuncture, BBB, transcriptomic, mechanism, bioinformatics

## Abstract

Therapeutic treatment options for central nervous system (CNS) diseases are greatly limited by the blood-brain barrier (BBB). Electroacupuncture (EA) can be used to induce an increase in BBB permeability on rats, providing a potential approach for the delivery of drugs from the systemic circulation into the brain. However, there remains a large gap in our knowledge regarding the impact of EA on brain gene expression. This work is focused on investigating the transcriptional changes of rat cerebral cortex following EA and expression changes in genes and bioinformatic analysis was performed. We found that the potential mechanism of EA opening BBB involves receptor-mediated/carrier-mediated endocytosis (RMT/CMT), and related genes include solute carrier (SLC) transporter genes and ATP-binding cassette (ABC) transporter genes. The results also suggested that EA may affect the expression of tight junction (TJ) proteins in endothelial cells by affecting integrin binding, autophagy pathway and calcium signaling pathway, thus further affecting the permeability of blood-brain barrier. Our results provide a valuable resource that will guide mechanism research of EA opening BBB and other ways to mediate drug delivery into the brain.

## Introduction

Vascular endothelial cells in the brain are closely linked to each other through various junction proteins, and interact with pericytes and astrocytes to form a special blood-brain barrier (BBB) barrier system. BBB strictly limits the entry of neurotoxic substances, inflammatory factors and immune cells in the blood into central nervous system (CNS), and excludes the metabolites and neurotoxic substances in CNS from the brain. However, BBB also prevents certain drugs and large-molecule therapeutics from entering the brain (Banks, 2016). Clearly, higher levels of therapeutic drugs in the brain will be beneficial, reducing dose requirements and providing greater therapeutic indices. Reflecting this demand, many brain delivery technologies have been developed and tested in laboratory and clinical studies, comprising invasive technologies such as direct brain injection, intrathecal brain deliver, intracerebral grafts and deep brain stimulation and non-invasive technologies including nanoparticulate systems, focused ultrasound, biological mechanisms and intranasal brain delivery (Terstappen et al., 2021). A number of factors contribute to the physical barrier of BBB and the major are endothelial transport systems and cellular junction molecules.

Our previous study found that 2/100 Hz Electroacupuncture (EA) stimulation increased BBB permeability, reduced ZO-1 and occludin levels, and induced ultrastructural changes in TJ morphology (Zhang et al., 2020), but the molecular and signaling mechanisms of BBB opening mediated by EA are still lacking. Therefore, in this manuscript, transcriptome sequencing combined with bioinformatics analysis was used to explore the effect of specific stimulation mode electroacupuncture on the transcriptome of rat cerebral cortex, focusing on the molecules and signaling pathways related to the blood-brain barrier, in order to reveal the potential mechanism of electroacupuncture opening the blood-brain barrier, and provide potential targets and new research ideas for mediating central nervous system therapeutic drugs into the brain.

## Materials and Methods

### Experimental Animals

Adult male Sprague-Dawley rats (250–300 g) were purchased from Shanghai Laboratory Animal Center, Chinese Academy of Sciences and raised in the Laboratory Animal Center of Zhejiang Chinese Medical University. Rats were housed five per cage with *ad libitum* access to food and water at constant temperature (25 ± 2°C) with a standard 12:12 h light-dark cycle. This study was approved by the Animal Protection and Use Committee of Zhejiang University of Traditional Chinese Medicine. All procedures were carried out in accordance with the National Institutes of Health Guide for Care and Use of Laboratory Animals.

### Electroacupuncture Stimulation

Rats in EA groups were treated with disposable sterile acupuncture needles (Beijing Zhongyan Taihe Medical Device Co., Ltd., China) at GV20 (Baihui) and GV26 (Shuigou), GV20 with a needle of 25 mm in length and 0.13 mm in diameter and GV26 of a 16 mm in length and 0.07 mm in diameter. Then the needle was stimulated with a self-made relay (mode 6 s, stop 6 s) connected to the acupuncture point stimulator (HANS-200, Nanjing Jinsheng, Ltd., China). The current intensity was 3 mA, the frequency was 2/100 Hz, and the stimulation lasted for 40 min. Control rats were treated with the same binding for 40 min.

### Extraction of Cerebral Cortex Tissue

After EA, rats were anesthetized with pentobarbital (50 mg/kg). The animals were perfused with 0.9% normal saline through the left ventricle until the colorless liquid was obtained in the right atrium, and the liver became white. The brain was cut off, and the cortex tissue was quickly stripped, cut into small pieces, and put into a 1.5 mL EP tube filled with RNA later prepared in advance, so that the sample was completely immersed in the liquid, and then stored overnight at 4°C.

### RNA-Seq Library Establishment and RNA-Seq

Total RNA was isolated and purified using TRIzol reagent (Invitrogen, Carlsbad, CA, United States) following the manufacturer’s procedure. The RNA amount and purity of each sample was quantified using NanoDrop ND-1000 (NanoDrop, Wilmington, DE, United States). The RNA integrity was assessed by Bioanalyzer 2100 (Agilent, CA, United States) with RIN number > 7.0, and confirmed by electrophoresis with denaturing agarose gel. Poly (A) RNA is purified from 1 μg total RNA using Dynabeads Oligo (dT)25-61005 (Thermo Fisher Scientific, CA, United States) using two rounds of purification. Then the poly(A) RNA was fragmented into small pieces using Magnesium RNA Fragmentation Module (NEB, cat.e6150, United States) under 94°C 5–7 min. Then the cleaved RNA fragments were reverse-transcribed to create the cDNA by SuperScript™ II Reverse Transcriptase (Invitrogen, cat. 1896649, United States), which were next used to synthesize U-labeled second-stranded DNAs with E. coli DNA polymerase I (NEB, cat.m0209, United States), RNase H (NEB, cat.m0297, United States), and dUTP Solution (Thermo Fisher Scientific, cat.R0133, United States). An A-base is then added to the blunt ends of each strand, preparing them for ligation to the indexed adapters. Each adapter contains a T-base overhang for ligating the adapter to the A-tailed fragmented DNA. Single- or dual-index adapters are ligated to the fragments, and size selection was performed with AMPureXP beads. After the heat-labile UDG enzyme (NEB, cat.m0280, United States) treatment of the U-labeled second-stranded DNAs, the ligated products are amplified with PCR by the following conditions: initial denaturation at 95°C for 3 min; 8 cycles of denaturation at 98°C for 15 s, annealing at 60°C for 15 s, and extension at 72°C for 30 s; and then final extension at 72°C for 5 min. The average insert size for the final cDNA library was 300 ± 50 bp. At last, we performed the 2 × 150bp paired-end sequencing (PE150) on an Illumina Novaseq™ 6000 (LC-Bio Technology Co., Ltd., Hangzhou, China) following the vendor’s recommended protocol.

### Data Analysis

#### Sequence and Primary Analysis

Cutadapt software (^1^ version:cutadapt-1.9) was used to remove the reads that contained adaptor contamination. After removed the low quality bases and undetermined bases, we used HISAT2 software (^2^ version:hisat2-2.0.4) to map reads to the genome. The mapped reads of each sample were assembled using StringTie (^3^ version:stringtie-1.3.4d. Linux_ x86 _64). Then, all transcriptomes from all samples were merged to reconstruct a comprehensive transcriptome using gffcompare software (^4^ version:gffcompare-0.9.8. Linux_x86_64). After the final transcriptome was generated, StringTie and ballgown^5^ were used to estimate the expression levels of all transcripts and perform expression level for mRNAs by calculating FPKM.

Primary sequencing data produced by RNA-Seq (raw reads) were subjected to quality control (QC). Specific data preprocessing steps are as follows: remove reads with adaptor; reads containing N (N means undetermined base information) with a proportion of more than 5% were removed; remove low quality reads (the base number of *Q* ≤ 10 accounts for more than 20% of the whole read). Statistics of original sequencing, effective sequencing, Q20, Q30, GC content and comprehensive evaluation. The information of total reads and mapping ratio reads were shown in Table 1.

**TABLE 1:** The primers used in qPCR.

Primers	Forward	Reverse
*Cttn*	GCAGAAGGATCGGATGGACAAGAAC	TGTACTCAGGCTCAGGCTCACTAC
*Slc9a3r2*	CATGCCGAAGTTGTTGCCAGAATC	CACTGCCATCCTCATTGTCCTTCTC
*Slc38a3*	ATGGTGGTGGTGGAGGAGAAGTC	ATAGAAGGTGAGGTAGCCGAAGAGG
*Slc7a1*	CCGTATCCGCTGCTCCATTGAAC	GACCCTCTGTGAACCTTAAACCCATC
*Pigg*	GCGTAGCGATTGAGGAGTCAGTTC	ATGACATCAACAAAGCCAGGGAGAC
*Itpr3*	CATTGGTGCGTCTGGAGGAACTG	CTCGGTCTTGGTGATGTGCTTCTC
*Ltbp3*	AGGGCTACACTCAAGACAACAACATC	CTCATCCAAGCACTCATCCACATCC
*Dnaja1*	CAACCGAACCATAGTCATCACCTCTC	GCTCATCATCCTCATACGCTTCTCC
*Cblb*	ACAGACGCCACGATTTGCCTTC	GACCATTATCACAAGACCGAACAGGAG
*Hspa1b*	AAGATCACCATCACCAACGACAAGG	CCTCTTTCTCAGCCAGCGTGTTAG

#### Cluster Analysis and Screening of Differentially Expressed Genes

Clustering is calculated by using hclust function in stats package in R language, z-score normalization is performed by using scale function, and visualization is performed by using pheatmap package (Murtagh and Legendre, 2014). The differentially expressed genes (DEGs) were selected with fold change = 1.2 and *q*-Value < 0.05 by R package DESeq2^6^.

#### Gene Ontology and Kyoto Encyclopedia of Genes and Genomes Analysis

Gene ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment to the DEGs was performed using the OmicStudio tools at https://www.omicstudio.cn/tool. GO enrichment analysis can predict the functional role of DEGs from three aspects: biological process (BP), cellular component (CC) and molecular function (MF), and KEGG analysis can determine the related pathways of these genes. Next, DEGs were imported into Metascape^7^ for a network of enrichment terms (Zhou et al., 2019).

#### Gene Set Enrichment Analysis

Considering the interaction between genes, we performed GSEA enrichment analysis to connect EA intervention with changes in biological function by comparing genes with predefined gene sets in MSigDB, analyzing gene expression data, and obtains whether expression is enriched in some function (Subramanian et al., 2005). The selected gene set is c2. cp. kegg. v7.4 in MSigDB, screening with NES > 1, *P* < 0.05 and FDR < 0.25. Clusterprofiler package in R language was used for analysis and enrichplot package for visualization (Yu et al., 2012).

#### Protein–Protein Interaction Network Analysis

Interactions between proteins are central to all biological functions, and protein-protein interaction networks (PPINs) provide further insights into the protein function. Protein–protein interactions (PPIs) are experimentally detected at a large scale and used to determine which proteins in a network directly interact. The Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) database^8^ is used to provide information about protein prediction and experimental interaction by setting the combination score > 0.4 as the reliability threshold, and the cytoscape software were used to construct protein–protein interaction networks and screen the hub genes using cytohubba (Shannon et al., 2003; Chin et al., 2014). Functional modules within the network were identified with the MCODE app (Bader and Hogue, 2003).

### Real-Time Quantitative PCR Analysis

According to the manufacturer’s procedure, total RNA was isolated and purified using TRIzol reagent (Invitrogen, Carlsbad, CA, United States). The primer sequence is listed in Table 1, the total RNA extracted was reversely transcribed into cDNA, and β-actin was used as an internal reference gene, using random hexamer primers (Takara bioInc., Shiga, Japan). In accordance with instructions, through cfx96 real-time system (bio rad laboratory Co., Ltd., Hercules, CA, United States), fast start universal SYBR Green master kit (Takara bioInc., China) and 25 μL reaction system for qPCR. Each reaction was performed three times and normalized to β- Actin gene expression. Cfx96 real-time system software is used to determine the CT value of each well and calculate the average value of three times. Relative quantification was determined by ΔΔCT method (Livak and Schmittgen, 2001).

### Statistical Analysis

Data in graphs are expressed as means ± SEM. Student’s *t*-test was used for comparisons between two groups. Comparison is considered significantly different if the *P*-value < 0.05.

## Results

### RNA-Seq of Transcriptome

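The experiment compared poly(A) RNA of the cerebral cortex from 5 rats given EA and 5 control rats. EA rats received 3 mA at 2/100 Hz for 40 min, and control rats were bound for the same 40 min. The labels give every library as cerebral cortex with its own replicate number, and the Methods describe adult male rats. That each library comes from a separate rat is taken from this and is not stated outright. How cages, days of treatment and days of dissection fell across the groups is not stated.

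The authors aligned reads with HISAT2, assembled transcripts with StringTie, computed FPKM with ballgown and called genes with DESeq2 at a fold change above 1.2 and q under 0.05. The table they deposited holds a count and an FPKM value per library for 32623 genes. Deposited counts sum to 55223193 to 61707722 per control library (median 59113127) and to 47843590 to 60941939 per EA library (median 55326262). The paper's valid reads run from 45019482 to 50154864 in control and from 39082794 to 51424978 in EA, so each library holds 1.15 to 1.23 counts per valid read. The counts thus exceed the reads, and how they were drawn from the assembly is not stated. The tests on counts treat them as read counts.

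Here the deposited counts of the genes with an FPKM of at least 0.5 in at least 5 of the 10 libraries were compared with edgeR (quasi-likelihood F test, Benjamini-Hochberg over all genes tested). Genes were called at an adjusted p under 0.05 and a fold change above 1.2. Gene groups were tested with camera at a preset correlation of 0.01 between genes and again with an estimated correlation. The thresholds, the gene groups and the main alternatives were set before the data were examined, with the paper's gene names known.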

In order to explore the possible genes involved in the mechanism of EA opening blood brain barrier, we collected the cerebral cortex of rats in EA group and control group, and analyzed the gene expression profile by RNA-Seq. The Q20% of each RNA-Seq sample reached 99.0% (Table 2), and more than 90% of the base reached mass fraction ≥ Q30.

**TABLE 2:** The information of raw reads and valid mapping ratio for electroacupuncture and control groups in RNA-Seq.

Sample	Raw read	Valid read	Valid base	Valid ratio	Q20%	Q30%
control_1	50386002	49081690	7.36G	97.41	99.97	99.05
control_2	50532582	49165486	7.37G	97.29	99.96	99.04
control_3	46976536	45706082	6.86G	97.30	99.96	99.00
control_4	46213950	45019482	6.75G	97.42	99.96	98.98
control_5	51654782	50154864	7.52G	97.10	99.96	99.00
EA_1	47846688	46200880	6.93G	96.56	99.96	99.06
EA_2	53084710	51424978	7.71G	96.87	99.97	99.08
EA_3	40298052	39082794	5.86G	96.98	99.97	99.18
EA_4	47508576	46006426	6.90G	96.84	99.97	99.05
EA_5	50579690	49280184	7.39G	97.43	99.97	99.05

### Identification of Differentially Expressed Genes

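Reads were found for 22311 of the 32623 deposited genes in at least 1 of the 10 rats. Single cortices held 18274 genes (EA 3) to 18830 genes (control 5). Genes of the mitochondrial genome, which encode parts of the respiratory chain, supplied 38.2% (control 4) to 46.7% (EA 3) of the summed FPKM.

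Of the 88 genes in the paper's groups for the blood-brain barrier, 77 passed the expression filter. Among those that did not are Cldn5, the main claudin of brain vessels, and the selectins Sele and Selp, which hold leukocytes on activated endothelium. The 15169 genes that passed hold 99.9% of all counts, and the main tests on genes rest on these. Some alternatives and checks use other genes, such as all genes with a count or no expression filter.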

The 22310 genes were successfully mapped and identified from RNA-Seq. Then, we began to identify differentially expressed genes (DEGs) by FC > 1.2 and *q* < 0.05 and cluster the differentially expressed genes. The heat map showed that the differentially expressed genes were significantly separated between the EA group and the control group (Figure 1). 

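Over all 15169 genes tested, the cortices of the 5 EA rats differ from those of the 5 control rats (pseudo-F 1.38, exact p = 0.00794, the smallest p possible with 5 against 5). The leading component, with 15.7% of the variance, places all EA rats above all control rats, and the next, with 13.1%, does not. On the leading component EA 2 (37.9) and EA 5 (28.0) lie highest, while EA 1 (1.4) and EA 4 (4.6) lie near control 1 (-5.2). In 342 genes, among them Plec, which ties the cytoskeleton to membranes, and the calcium release receptor Itpr3, all EA rats lie below all control rats. In 129 genes, among them the potassium channel Kcnt2 and the chaperone Hsp90aa1, all EA rats lie above. Together these are 3.11% of the genes, where chance alone gives 0.794%.

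Leaving out EA 5 raises the exact p to 0.0238, and leaving out EA 2 and EA 5 gives 0.0357 over 56 assignments. Genes chosen because they differ separate the groups by construction, so the pseudo-F of 8.06 for the 168 genes called by DESeq2 only describes them.

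**Figure D1:**
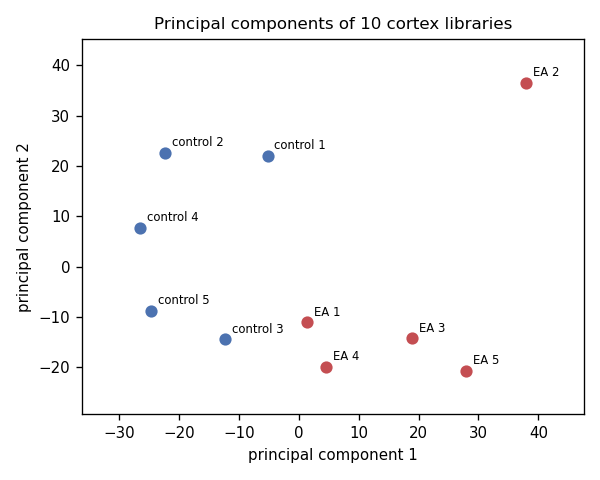
Position of the 5 control and 5 EA libraries on the leading components of log2 expression over all genes tested.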

According to this standard, we identified a total of 156 DEGs (including 70 up-regulated and 86 down regulated), which were displayed in the volcanic map, marked the most significantly up-regulated 10 genes and the most significantly down regulated 10 genes (Figure 2A), and analyzed the correlation of these genes (Figure 2B). In addition, we described the expression of significantly up-regulated and down-regulated genes in the two groups (Figures 2C,D).

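With EA 3 genes rose and 0 fell. LOC102554500, an uncharacterised locus, went from an FPKM of 0.0139 (SD 0.031) in 5 controls to 2.88 (SD 0.653) in 5 EA rats, a fitted log2 fold change of 7.36 (standard error 0.56, adjusted p = 4.66e-05). Its deposited counts are 0 in 4 controls and 4 in control 2, against 98 to 164 in EA, so the size of the fold is poorly fixed (7.06 to 10.19 over 18 edgeR settings, the highest without control 2, and 4.72 with limma on FPKM). Kcnt2, a sodium-activated potassium channel that limits firing, rose from 1.99 (SD 0.364) to 3.73 (SD 0.164), a log2 fold change of 0.93 (standard error 0.10, adjusted p = 0.00753). Dnaja1, a co-chaperone that feeds clients to Hsp70, rose from 86.1 (SD 3.41) to 112 (SD 8.22), a log2 fold change of 0.40 (standard error 0.05, adjusted p = 0.0156).

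At an unadjusted p under 0.05 lie 2155 genes, 1033 higher and 1122 lower in EA, where 758 are due by chance. DESeq2 on the same counts calls 77 genes up and 91 down, and limma on FPKM calls 5 up and 1 down. All 168 genes called by DESeq2 have an unadjusted p under 0.05 in edgeR. At an adjusted p under 0.10 edgeR gives 10 higher and 7 lower genes.

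The count of higher genes is 5 without control 2 and 6 without EA 3. Genes called lower number 2 without control 1, 1 without EA 1 and 3 without EA 3. Dnaja1 is lost without control 2 (adjusted p = 0.0523), control 3 (0.0951), control 4 (0.0693), control 5 (0.0679), EA 4 (0.0523) or EA 5 (0.0827). Without EA 2 and EA 5, both rich in structural RNA, the adjusted p is 0.148 for Dnaja1 and 0.0894 for Kcnt2, the highest value of each over 18 edgeR settings. With the structural RNA covariate both are lost as well (0.101 and 0.0573). Their log2 fold changes stay at 0.37 to 0.43 and 0.87 to 1.03 over these settings. LOC102554500 is called in all 18.

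**Figure D2:**
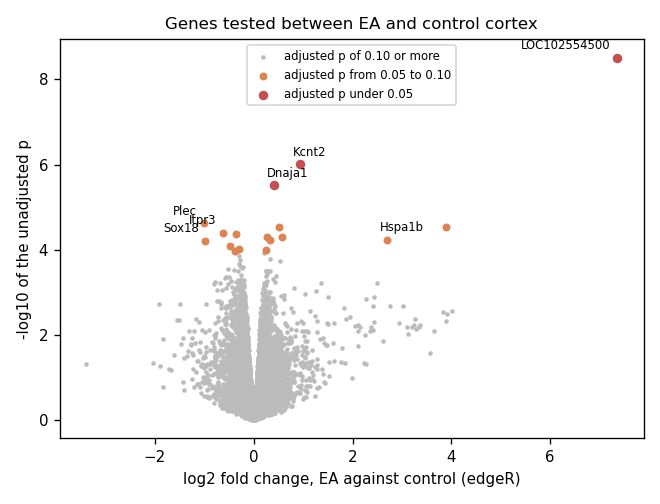
Log2 fold change and p of every gene tested, EA against control, with the called genes and some at an adjusted p from 0.05 to 0.10 named.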

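Several of the genes labelled as most changed had counts in some rats of a group and not in others. Nhp2, a protein of the particle that modifies ribosomal RNA, has counts only in control 2, control 4 and control 5. Pigg, an enzyme of lipid anchors, was counted in control 1 (895 counts) and control 2 (937 counts) alone. Rsl1d1l1, a relative of a ribosome maturation factor, has counts only in EA 4 (492 counts) and EA 5 (485 counts). LOC100912399 was counted only in EA 3 (146 counts), LOC103689978 only in EA 4 (83 counts) and LOC100912282 only in EA 2 (76 counts). No fold change is given for these genes, because a whole group is at 0.

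Plec had a log2 fold change of -1.01 (standard error 0.15, adjusted p = 0.0714), from an FPKM of 23.2 (SD 5.98) to 11.3 (SD 0.134). Control 1, with 13424 counts, lies near the EA rats and the other 4 controls hold 25371 to 29145. Gp1bb, a platelet receptor chain also found on endothelium, had 10 to 59 counts in controls and 1 in each EA rat.

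Structural RNAs were high in the libraries of 2 EA rats alone. Whether the rise lies in the tissue or in the making of these 2 libraries from poly(A) RNA was not tested. The summed FPKM of structural RNAs was 1168 in EA 2 and 1500 in EA 5, against 339 to 362 in the other EA rats and 313 to 354 in controls. The log2 difference of the groups is 0.84 (exact p = 0.0317, adjusted p = 0.119 over 4 RNA classes), and 0.077 (exact p = 0.125) without EA 2 and EA 5. Leaving out 1 library gives 0.51 to 1.05 (exact p 0.0159 to 0.198). Rn7sl1, the RNA of the signal recognition particle, reached 188 in EA 2 and 298 in EA 5, and the spliceosomal U2 stayed at 73.4 to 89.4 in all rats. In the same classes blood cell RNA had a log2 difference of -0.999 (exact p = 0.119) and mitochondrial RNA of 0.13 (exact p = 0.111).

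**Figure D3:**
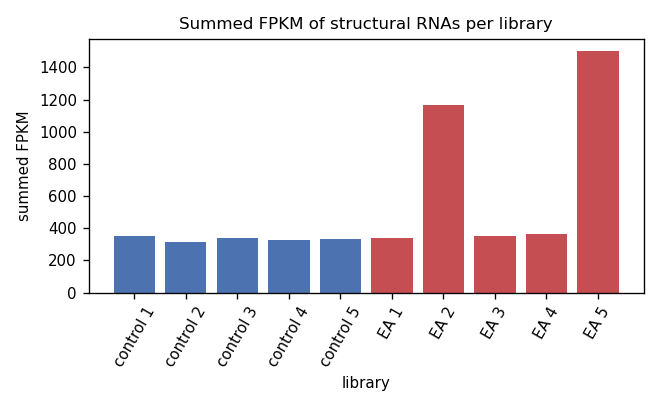
Summed FPKM of structural RNAs in each of the 10 libraries.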

**FIGURE 1:**
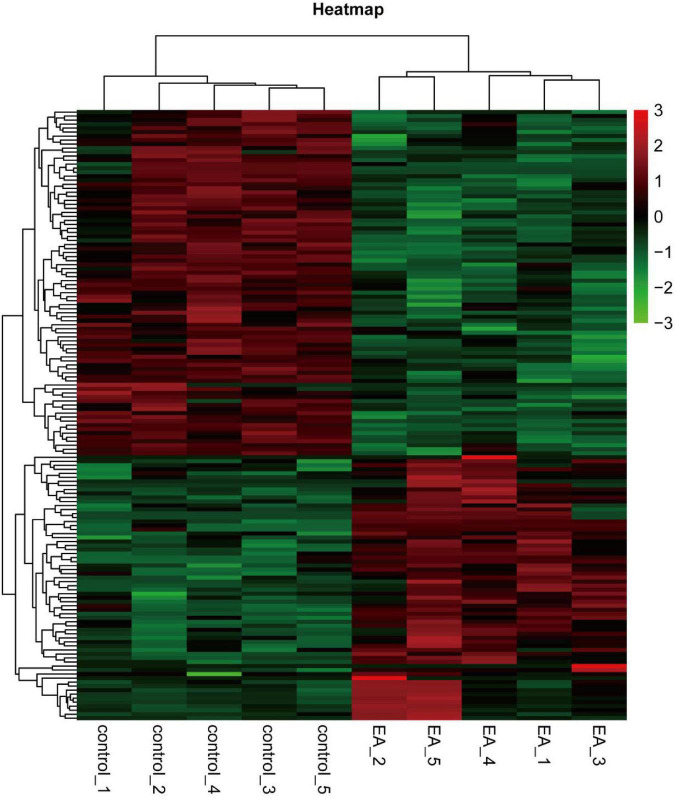
Cluster heatmap of differentially expressed genes.

**FIGURE 2:**
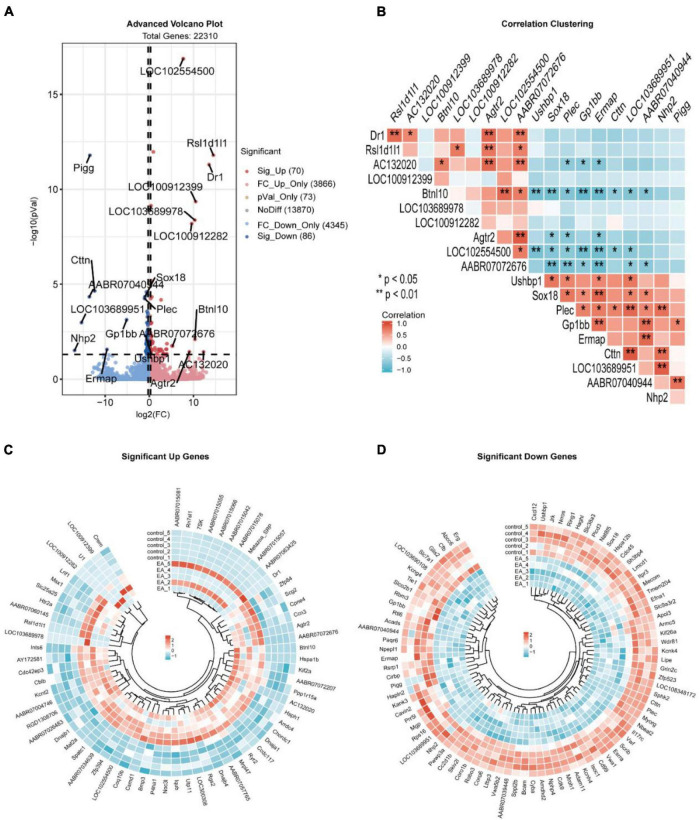
Volcano plot of DEGs **(A)**, the correlation of the first 10 significantly up-regulated genes and significantly down-regulated genes **(B)**, the expression of up-regulated genes in electroacupuncture group and control group **(C)**, and the expression of down-regulated genes in electroacupuncture group and control group **(D)**.

The blood-brain barrier is not a single entity, but a series of characteristics, which together allow the endothelial cells of the central nervous system to strictly regulate the movement of ions, molecules and cells between blood and nerve tissue. Central nervous system endothelial cells are connected together by tight junction (TJ) to form a high resistance paracellular barrier (Furuse, 2010). Compared with peripheral endothelial cells, central nervous system endothelial cells show a lower cell transport rate (Hallmann et al., 1995). The expression of leukocyte adhesion molecules (LAMS) in endothelial cells of the central nervous system is also low, which limits the immune monitoring of the central nervous system (Engelhardt, 2008). Central nervous system endothelial cells express a variety of transporters, including a large number of special SLC transporters and ABC transporters. Genes related to blood-brain barrier were divided into groups for different BBB properties: tight junction integrity, SLC transporters, ABC transporters, LAMs, other transporters, transcytosis, endocytosis, angiogenesis or other BBB-enriched (Table 3). 

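Solute carriers and ABC pumps, which move nutrients in and drugs out, include genes that fell. Of 5 SLC genes, 1 rose and 4 fell when adjusted over the list alone, and of 6 ABC genes 4 fell. The 5 SLC genes are all marked as changed in the paper, so they are not independent evidence. Camera gives an adjusted p of 8.86e-05 for the SLC group (0.0107 with an estimated correlation) and of 1.4e-05 for the ABC group (0.0130 with an estimated correlation). Endothelial genes lie lower in the same rats (19 of the 20 the paper does not name are below 0), and so do oligodendrocyte genes (13 of 14). Neither of these lists is called with an estimated correlation. In the endocytosis group, 5 of 17 genes rose and 2 fell when adjusted over the list alone (camera adjusted p = 0.00665, 0.0280 with an estimated correlation, 0.0522 without control 1).

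Among other transporters Lrp1, a receptor that clears amyloid beta, had a log2 fold change of -0.16 (standard error 0.06) and fell when adjusted over the list alone (adjusted p = 0.047). So did Mfsd2a, which carries lipids and restrains transcytosis, at -0.35 (standard error 0.14, adjusted p = 0.0485). For these 3 tested genes camera gives an adjusted p of 0.0233, which is 0.166 with an estimated correlation, 0.0664 without EA 1 and 0.118 without EA 2 and EA 5. In the transcytosis group of 6 genes only Cavin2, which the paper marks, fell when adjusted over the list alone (adjusted p = 0.0242). Camera gives the group an adjusted p of 0.106, and 0.0054 without EA 4 or 0.0495 without EA 5.

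Leukocyte adhesion genes showed small differences. Vcam1, to which leukocytes bind, had a log2 fold change of 0.02 and Icam1 of -0.18, and 0 of 5 passed over the list alone or at an unadjusted p under 0.05 with edgeR (median -0.02, camera direction Up, adjusted p = 0.989). Of 18 angiogenesis genes 0 passed in either way (camera adjusted p = 0.767), Vegfa, the main growth factor of vessels, at -0.11 among them.

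None of the 77 genes tested passed with edgeR over all genes, and DESeq2 called 12 of the 14 genes the paper marks. The 14 marked genes were picked as changed on these samples, so neither they nor the groups that hold them are independent evidence. How the other genes of the groups were chosen is not stated.

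**Figure D4:**
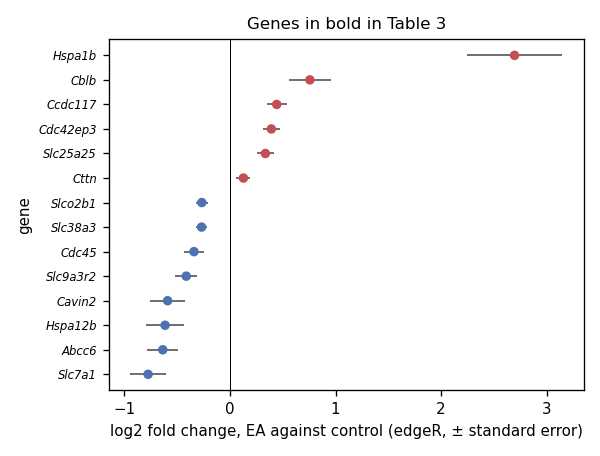
Log2 fold change with standard error of the 14 barrier genes the paper marks as changed, EA against control.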

Our results showed that among these genes, the genes significantly up-regulated were SLC transporters related gene *Slc25a25*, endocytosis related genes *Ccdc117*, *Cdc42ep3*, *Cblb*, and *Hspa1b*, and the genes significantly down regulated were Slc transporter related genes *Slc7a1*, *Slc9a3r2*, *Slc38a3*, *Slco2b1*, ABC transporter related gene *Abcc6*, transcytosis related gene *Cavin2*, and endocytosis related genes *Cttn*, *Cdc45*, *Hspa12b.*

**TABLE 3:** Genes related to blood-brain barrier.

BBB properties	*Gene symbol*	Log2 FC (EA/control)	Adjusted *P*-value
Tight junction integrity	*Cgn*	0.02	0.982
	*Cgnl1*	–0.09	0.954
	*Cldn5*	–11.59	0.306
	*Ctnna1*	–0.09	0.869
	*Ctnna2*	0.01	0.925
	*Ctnnb1*	–0.12	0.660
	*Jaml*	0.22	0.949
	*Jam2*	0.00	0.980
	*Jam3*	–0.04	0.978
	*Ocln*	–0.47	0.236
	*Tjp1*	–0.05	0.952
	*Tjp2*	–0.08	0.928
	*Tjp3*	0.25	0.889
	*Marveld1*	–0.21	0.830
	*Marveld2*	–0.49	0.715
	*Marveld3*	5.93	0.935
	*Lsr*	–0.34	0.268
	*F11r*	–0.12	0.899
	*Emp1*	–0.01	0.996
	*Cgnl1*	–0.09	0.954
	*Pmp22*	0.02	0.955
Slc transporters	***Slc7a1***	–**0.80**	**0.033**
	***Slc9a3r2***	–0.44	**0.022**
	***Slc25a25***	**0.31**	**0.013**
	***Slc38a3***	–**0.29**	**0.002**
	***Slco2b1***	–**0.29**	**0.010**
ABC transporters	*Abca2*	–0.23	0.022
	*Abcb4*	–0.24	0.116
	*Abcc3*	–0.57	0.148
	***Abcc6***	–**0.66**	**0.015**
	*Abcd4*	–0.14	0.924
	*Abcg2*	–0.25	0.658
LAMs	*Sele*	–1.26	0.836
	*Selp*	0.32	0.979
	*Icam1*	–0.20	0.877
	*Vcam1*	0.00	0.980
	*Alcam*	0.07	0.594
	*Mcam*	–0.07	0.962
	*Ninj1*	–0.05	0.980
Other transporters	*Lrp1*	–0.18	0.188
	*Lrp10*	–0.09	0.926
	*Mfsd2a*	–0.38	0.286
	*Mfsd2b*	–8.26	0.777
Transcytosis	*Tfrc*	0.10	0.602
	*Cav1*	–0.03	0.998
	*Cav2*	0.06	0.936
	*Cav3*	–8.05	0.835
	*Cavin1*	–0.42	0.659
	***Cavin2***	–**0.62**	**0.035**
	*Cavin3*	–0.25	0.381
	*Cavin4*	–0.41	0.863
Endocytosis	*Arf1*	–0.02	0.989
	*Arf2*	0.06	0.863
	*Arf4*	0.13	0.349
	*Arf5*	–0.07	0.935
	***Cttn***	–**12.38**	**0.000**
	***Ccdc117***	**0.42**	**0.005**
	***Cdc42ep3***	**0.37**	**0.008**
	***Cdc45***	–**0.37**	**0.033**
	***Cblb***	**0.74**	**0.013**
	*Dnm1*	–0.03	0.992
	*Eps8*	–0.17	0.374
	*Eps15*	–0.02	0.992
	*Flot1*	–0.12	0.879
	*Flot2*	0.29	0.101
	*Fyn*	0.12	0.352
	***Hspa1b***	**2.67**	**0.000**
	***Hspa12b***	–**0.64**	**0.041**
Angiogenesis	*Angpt4*	0.37	0.879
	*Angpt1*	0.03	0.980
	*Angpt2*	–0.10	0.970
	*Egr1*	0.03	0.961
	*Egr2*	0.13	0.861
	*Egr3*	0.03	0.935
	*Egr4*	–0.16	0.886
	*Fgfr1*	–0.13	0.507
	*Fgfr2*	–0.04	0.995
	*Itgb1*	0.03	0.922
	*Itgb2*	0.04	0.954
	*Itgb3*	–0.29	0.935
	*Lgals1*	–0.10	0.961
	*Lgals2*	–7.70	0.935
	*Lgals3*	–0.14	0.968
	*Mmp9*	–0.08	0.980
	*Pdgfa*	–0.07	0.953
	*Pdgfb*	–0.05	0.980
	*Tgfb2*	0.14	0.692
	*Vegfa*	–0.13	0.949
	*Vegfb*	–0.31	0.605

*Genes in bold refer to differentially expressed genes (DEGs) identified by FC > 1.2 and q < 0.05.*

### Differential Expression Detected by Transcriptome Was Strongly Related to qPCR Results

Next, we set to examine the reliability of our RNA-Seq data using qPCR. We randomly selected three up-regulated genes (*Hspa1b, Cblb, Dnaja1*), two down-regulated genes (*Itpr3, Ltbp3*) and four genes related to BBB (*Cttn, Abcc6, Slc9a3r2, Slc38a3*) for qPCR verification. 

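In the sequenced rats the chaperone Hspa1b had the largest fold of the genes picked for qPCR that passed the filter. Its FPKM went from 5.49 (SD 0.918) to 35.0 (SD 23.2), a log2 fold change of 2.70 (standard error 0.45, adjusted p = 0.0714). EA rats ranged widely, from 1308 counts in EA 2 to 9263 in EA 1, against 693 to 1073 in controls. Cblb, a ubiquitin ligase that damps receptor signalling, had a log2 fold change of 0.76 (standard error 0.20, adjusted p = 0.173). Ltbp3, which stores TGF-beta in the matrix, had -0.30 (standard error 0.07, adjusted p = 0.166).

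When adjusted over the 9 genes alone, 3 rose and 5 fell, and Cttn, an actin-binding protein of the cell cortex, passed neither way on the copy tested (log2 fold change 0.13, adjusted p = 0.413 over all genes). Another copy of Cttn, left out by the filter, had 2789 to 3500 counts in controls 2 to 5, 0 in control 1 and 0 to 3 in EA. The 9 genes were picked on these samples and are not independent evidence. Camera calls no common direction (adjusted p = 0.455, Down, with a median log2 fold change of -0.27 and a mean of 0.19).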

The results of qPCR showed that the expression of *Hspa1b, Cblb* and *Dnaja1* were all significantly up-regulated (Figure 3B), whereas *Itpr3* and *Ltbp3* were significantly downregulated in EA rats vs. control rats (Figure 3A), which are consistent with RNA-Seq data. Furthermore, the qPCR results of the four selected genes of interest were also consistent with the sequencing results (Figure 3C). Thus, qPCR results provide evidence that RNA-Seq data for gene expression profiling are reliable.

**FIGURE 3:**
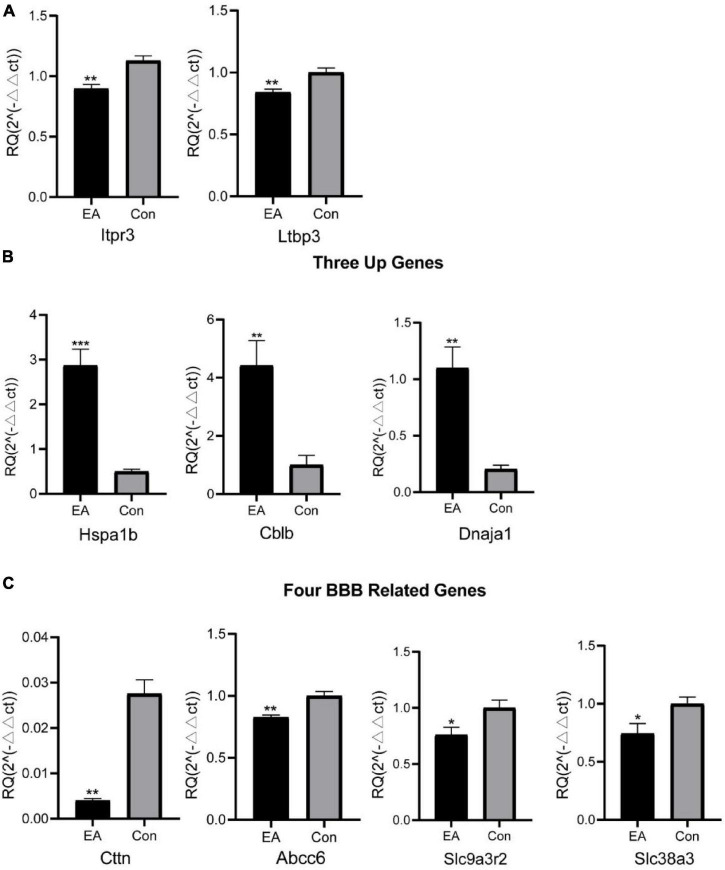
RNA-Seq results were validated by qPCR. Two randomly selected down-regulated DEG expression **(A)** from RNA-Seq and three up-regulated DEG **(B)** expression were detected by qPCR, and **(C)** four typical genes related to BBB. *p < 0.05, **p < 0.01, and ***p < 0.00. Student’s *t*-test was used for comparisons.

### Gene Ontology and Kyoto Encyclopedia of Genes and Genomes Analysis of Differentially Expressed Genes

To analyze molecular mechanisms and signaling pathways further, we performed GO Term and KEGG pathway enrichment analysis on DEGs. As shown in Figure 4, we show the GO items with top 10 counts and significant enrichment (*P* < 0.05) in biological processes (BP), cell composition (CC) and molecular function (MF), respectively (Figures 4A-C). Among them, the BP that may be related to the composition of BBB and material transport are ion transport (GO:0006811), transmembrane transport (GO:0055085), angiogenesis (GO:0001525), brain development (GO:0007420), potassium ion transport (GO:0006813); the CC are apical plasma membrane (GO:0016324), basolateral plasma membrane (GO:0016323), collagen-containing extracellular matrix (GO:0062023), focal adhesion (GO:0005925), caveola (GO:0005901), clathrin-coated pit (GO:0005905); the MF are ion channel activity (GO:0005216), potassium channel activity (GO:0005267). 

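Ion channel genes moved in opposite directions. The potassium channels Kcng4, Kcnh4 and Kcnk4, which set firing and resting potential, had log2 fold changes of -0.41 (standard error 0.10), -0.35 (0.08) and -0.27 (0.07). Together with Kcnt2, Ryr2, Slco2b1, Itpr3, Grin2c and Slc38a3 they form the paper's 9 ion transport genes, of which 2 rose and 7 fell when adjusted over the list alone (camera adjusted p = 1.72e-04, 0.0109 with an estimated correlation). These 9 were chosen on these samples and are not independent evidence. Of all 72 potassium channels tested, 1 rose and 6 fell over the list alone, with no common direction (camera adjusted p = 0.470).

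Among angiogenesis genes Efna1, a guidance ligand on vessel sprouts, had a log2 fold change of -0.69 (standard error 0.15) and the matrix protein Ccn3 of 0.55 (standard error 0.13). Over the paper's 6 genes alone 2 rose and 4 fell (camera adjusted p = 0.00556, 0.078 with an estimated correlation, 0.134 without EA 3). Sox18 and Tie1, which fell, are also endothelial genes, and these lie lower in the same rats (19 of the 20 the paper does not name are below 0). Over all 166 annotated genes 3 fell when adjusted over the list alone (camera adjusted p = 0.069). In the paper's 5 brain development genes 1 rose, the G protein regulator Rgs2 at 0.31 (standard error 0.08), and 3 fell (camera adjusted p = 0.053). That value is 0.0174 without control 2, 0.0485 without EA 2 and 0.0242 without EA 4. The angiogenesis and brain development groups were chosen on these samples and are not independent evidence.

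No term passes correction with the genes called by edgeR (Fisher's exact test), where 31 of 8789 terms lie at an unadjusted p under 0.05, nor with those called by DESeq2, where 190 do. For the DESeq2 calls angiogenesis has an exact p of 0.00174 (7 of 166 genes, adjusted p = 0.837), ion transport 0.0178 (9 of 380), transmembrane transport 0.0432, and brain development 0.443.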

Then we list the statistics of the top 20 terms with the most significant enrichment (minimum *p-*Value) (Figure 4D). Among these GO terms, what may be related to BBB are potassium channel activity (GO:0005267), angiogenesis (GO:0001525), calcium-release channel activity (GO:0015278), release of sequestered calcium ion into cytosol (GO:0051209), calcium ion transport into cytosol (GO:0060402), endothelial cell chemotaxis (GO:0035767), L-histidine transmembrane transporter activity (GO:0005290). 

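The terms on calcium release rest on Itpr3 and Ryr2 moving apart. Ryr2, the channel that lets calcium out of the endoplasmic reticulum, had a log2 fold change of 0.29 (standard error 0.08, FPKM 10.6 to 12.8), and its partner Itpr3 went the other way. L-histidine transport rests on the amino acid carriers Slc38a3 and Slc7a1, lower in all EA rats than in any control. Of the genes called by DESeq2, endothelial chemotaxis holds only Ccn3.

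With the genes called by DESeq2, Fisher's exact p is 6.36e-04 for L-histidine transport (2 of 4 genes, adjusted p = 0.465), 0.00157 for calcium transport into the cytosol, 0.00289 for both calcium release channels and potassium channels, and 0.0706 for endothelial chemotaxis. Potassium channel activity has an exact p of 0.00851 with the genes called by edgeR, through Kcnt2 alone. Only 2 of those genes carry a term, so this p cannot show enrichment. Tested over all annotated genes rather than called ones, L-histidine transport is lower in EA (camera adjusted p = 3.85e-04, 0.204 with an estimated correlation), a test chosen after seeing the data.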

All GO terms associated with the BBB are listed in Table 4.

**FIGURE 4:**
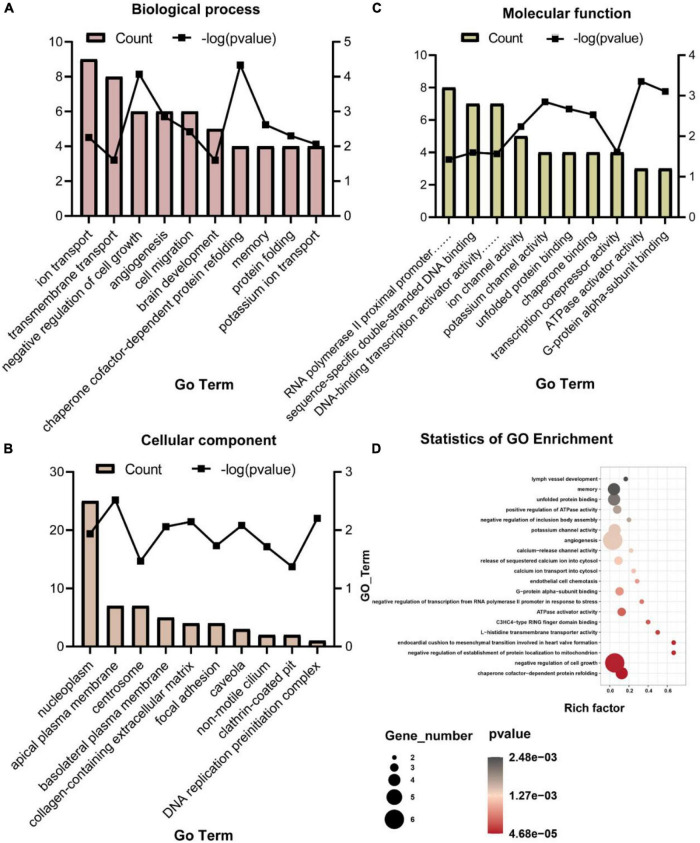
Gene ontology items with top 10 counts and significant enrichment (*P* < 0.05) in BP **(A)**, CC **(B)**, and MF **(C)**, and the statistics of the top 20 terms with the most significant enrichment **(D)**.

**TABLE 4:** Details of all gene ontology terms related to blood-brain barrier.

GO function	GO ID	GO term	DEGs	*P*-value
BP	GO:0006811	ion transport	*Kcnt2, Ryr2, Kcng4, Kcnh4, Slco2b1, Kcnk4, Itpr3, Grin2c, Slc38a3*	0.0056
	GO:0055085	transmembrane transport	*Abcc6, Itpr3, Ryr2, Slco2b1, Kcnh4, Kcng4, Slc25a25, Slc7a1*	0.0248
	GO:0001525	angiogenesis	*Plcd3, Scg2, Sox18, Efna1, Ccn3, Tie1*	0.0014
	GO:0007420	brain development	*Rgs2, Cttn, Cxcl12, Slc38a3, Sphk2*	0.0251
	GO:0006813	potassium ion transport	*Kcnt2, Kcnh4, Kcng4, Kcnk4*	0.0087
	GO:0071805	potassium ion transmembrane transport	*Kcnt2, Kcnk4, Kcnh4, Kcng4*	0.0092
	GO:0001568	blood vessel development	*Tie1, Sox18, Sphk2*	0.0080
	GO:0001938	positive regulation of endothelial cell proliferation	*Cxcl12, Scg2, Cyba*	0.0090
	GO:0070588	calcium ion transmembrane transport	*Ryr2, Slc25a25, Itpr3*	0.0353
	GO:0035767	endothelial cell chemotaxis	*Coro1b, Ccn3*	0.0008
	GO:0060402	calcium ion transport into cytosol	*Ryr2, Itpr3*	0.0011
	GO:0090280	positive regulation of calcium ion import	*Cxcl12, Sphk2*	0.0044
	GO:0006865	amino acid transport	*Slc7a1, Slc38a3*	0.0339
	GO:1903810	L-histidine import across plasma membrane	*Slc7a1*	0.0063
	GO:2000487	positive regulation of glutamine transport	*Slc38a3*	0.0063
	GO:0015817	histidine transport	*Slc38a3*	0.0063
	GO:0051284	positive regulation of sequestering of calcium ion	*Ryr2*	0.0125
	GO:1901726	negative regulation of histone deacetylase activity	*Sphk2*	0.0125
	GO:0006867	asparagine transport	*Slc38a3*	0.0125
	GO:1900924	negative regulation of glycine import across plasma membrane	*Rgs2*	0.0125
	GO:0060401	cytosolic calcium ion transport	*Ryr2*	0.0125
	GO:0015819	lysine transport	*Slc7a1*	0.0125
	GO:0015822	ornithine transport	*Slc7a1*	0.0187
	GO:0071603	endothelial cell-cell adhesion	*Ccn3*	0.0187
	GO:1903826	arginine transmembrane transport	*Slc7a1*	0.0187
	GO:1901896	positive regulation of ATPase-coupled calcium transmembrane transporter activity	*Ryr2*	0.0249
	GO:0030947	regulation of vascular endothelial growth factor receptor signaling pathway	*Tmem204*	0.0249
	GO:0089709	L-histidine transmembrane transport	*Slc38a3*	0.0249
	GO:0015809	arginine transport	*Slc7a1*	0.0311
	GO:0043535	regulation of blood vessel endothelial cell migration	*Efna1*	0.0311
	GO:1990822	basic amino acid transmembrane transport	*Slc7a1*	0.0311
	GO:0071896	protein localization to adherence junction	*Scrib*	0.0311
	GO:0097553	calcium ion transmembrane import into cytosol	*Grin2c*	0.0371
	GO:0015807	L-amino acid transport	*Slc7a1*	0.0371
	GO:0006868	glutamine transport	*Slc38a3*	0.0371
	GO:0015808	L-alanine transport	*Slc38a3*	0.0432
	GO:1903348	positive regulation of bicellular tight junction assembly	*Nphp4*	0.0432
	GO:0043615	astrocyte cell migration	*Scrib*	0.0432
	GO:0014808	release of sequestered calcium ion into cytosol by sarcoplasmic reticulum	*Ryr2*	0.0492
	GO:0038203	TORC2 signaling	*Prr5l*	0.0311
CC	GO:0016323	basolateral plasma membrane	*Slc38a3, Slc7a1, Abcc6, Hspa1b, Scrib*	0.0087
	GO:0062023	collagen-containing extracellular matrix	*Mgp, Vwf, Ltbp3, Ccn3*	0.0072
	GO:0005901	caveola	*Lipe, Cavin2, Htr2a*	0.0083
	GO:0005905	clathrin-coated pit	*Cttn, Sh3bp4*	0.0424
	GO:0062023	collagen-containing extracellular matrix	*Mgp, Vwf, Ltbp3, Ccn3*	0.0071
MF	GO:0005216	ion channel activity	*Itpr3, Kcnh4, Grin2c, Kcng4, Ryr2*	0.0058
	GO:0005267	potassium channel activity	*Kcnk4, Kcnh4, Kcnt2, Kcng4*	0.0014
	GO:0005290	L-histidine transmembrane transporter activity	*Slc7a1, Slc38a3*	0.0002
	GO:0015278	calcium-release channel activity	*Itpr3, Ryr2*	0.0014
	GO:0015171	amino acid transmembrane transporter activity	*Slc38a3, Slc7a1*	0.0133
	GO:0098782	mechanosensitived potassium channel activity	*Kcnk4*	0.0063
	GO:0005228	intracellular sodium activated potassium channel activity	*Kcnt2*	0.0063
	GO:0070089	chloride-activated potassium channel activity	*Kcnt2*	0.0063
	GO:0015182	L-asparagine transmembrane transporter activity	*Slc38a3*	0.0187
	GO:0005219	ryanodine-sensitive calcium-release channel activity	*Ryr2*	0.0187
	GO:0048763	calcium-induced calcium release activity	*Ryr2*	0.0249
	GO:0005220	inositol 1,4,5-trisphosphate-sensitive calcium-release channel activity	*Itpr3*	0.0249
	GO:0022849	glutamate-gated calcium ion channel activity	*Grin2c*	0.0311
	GO:0015181	arginine transmembrane transporter activity	*Slc7a1*	0.0311
	GO:0015186	L-glutamine transmembrane transporter activity	*Slc38a3*	0.0371
	GO:0015174	basic amino acid transmembrane transporter activity	*Slc7a1*	0.0371
	GO:0004972	NMDA glutamate receptor activity	*Grin2c*	0.0371
	GO:0015180	L-alanine transmembrane transporter activity	*Slc38a3*	0.0492
	GO:0015271	outward rectifier potassium channel activity	*Kcnt2*	0.0492
	GO:0005178	integrin binding	*Vwf, Ccn3, Cxcl12*	0.0426

Kyoto Encyclopedia of Genes and Genomes results predicted the signal pathways related to DEGs (Figure 5A). 

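The paper names calcium signalling as its most significant pathway. With the DESeq2 calls protein processing in the endoplasmic reticulum has the lowest p instead, and it does not pass correction. Of its 153 genes 11 rose when adjusted over the list alone, a test chosen after seeing the data (camera adjusted p = 0.0105, 0.204 with an estimated correlation). The paper's 5 members Hsph1, Hspa1b, Dnaja1, Dnajb1 and Ppp1r15a all rose when adjusted over the list alone (camera adjusted p = 1.91e-14, 0.00347 with an estimated correlation), though they were picked on these samples and are not independent evidence. Ppp1r15a, which restarts protein synthesis after stress, had a log2 fold change of 0.32 (standard error 0.08, adjusted p = 0.171).

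Unfolded protein response genes, a list written from general knowledge, went the same way. Of 20 tested, 5 rose when adjusted over the list alone and 19 have values above 0 (camera adjusted p = 2.55e-06, 0.0898 with an estimated correlation). The lumenal chaperone Hspa5 had a log2 fold change of 0.22 (standard error 0.04, adjusted p = 0.102, FPKM 113 to 129), Hsp90b1 of 0.21 and the stress regulator Atf4 of 0.18.

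Of 3 genes named for leukocyte migration all fell over the list alone (camera adjusted p = 3.26e-06, 0.00679 with an estimated correlation), though they were picked on these samples and are not independent evidence. These are Cyba, a subunit of the NADPH oxidase, at -0.58 (standard error 0.12), the adhesion protein Cd99 at -0.43 (standard error 0.11) and the chemokine Cxcl12 at -0.30 (standard error 0.07).

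By Fisher's exact test with the genes called by DESeq2, 5 of 318 pathways lie at an unadjusted p under 0.05 and 0 pass correction. Protein processing has the lowest p (0.00271, 6 of 153 genes, adjusted p = 0.861) and leukocyte migration 0.0425. Of the edgeR calls only Dnaja1 carries a pathway term, protein processing. The exact p of 0.0284 therefore reflects the size of that pathway and cannot show enrichment.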

There were 7 significantly enriched (*P* < 0.05) pathways (Figure 5B) and 15 pathways with more than or equal to 3 DEGs (Table 5). Calcium signaling pathway (4020) may be related to BBB under the intervention of EA and the DEGs involved in this signaling pathway are *Plcd3*, *Ryr2*, *Itpr3*, *Htr2a*, *Grin2c*, and *Sphk2.* In addition, apelin signaling pathway (4371) and platelet activation (4611) signaling pathway are also associated with EA intervention, involved DEGs are *Itpr3, Lipe, Ryr2, Sphk2* in the former and *Gp1bb, Vwf, Itpr3* in the later.

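Of the 6 calcium signalling genes, 2 rose and 4 fell when adjusted over the list alone (camera adjusted p = 0.0102, 0.0476 with an estimated correlation). Htr2a, an excitatory serotonin receptor, had a log2 fold change of 0.31 (standard error 0.08). Grin2c, an NMDA receptor subunit, had -0.30 (standard error 0.07), and Sphk2, which makes sphingosine 1-phosphate, -0.26 (standard error 0.06). Adjusted p over all genes was 0.171, 0.168 and 0.170. Limma on FPKM rescaled to a fixed sum gives 0.0597 for the group, the highest of its alternatives.

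Of the 4 apelin genes 1 rose and 3 fell over the list alone (camera adjusted p = 0.00152, 0.0194 with an estimated correlation), with the lipase Lipe at -0.39 (standard error 0.10). The groups were picked on these samples and are not independent evidence. Over all 146 annotated calcium signalling genes 2 rose and 5 fell when adjusted over the list alone, with no common direction (camera adjusted p = 0.278). The DESeq2 calls give a Fisher's exact p of 0.0109 for calcium signalling, 0.0253 for apelin and 0.241 for platelet activation, where Vwf and Itpr3 are the called members.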

**FIGURE 5:**
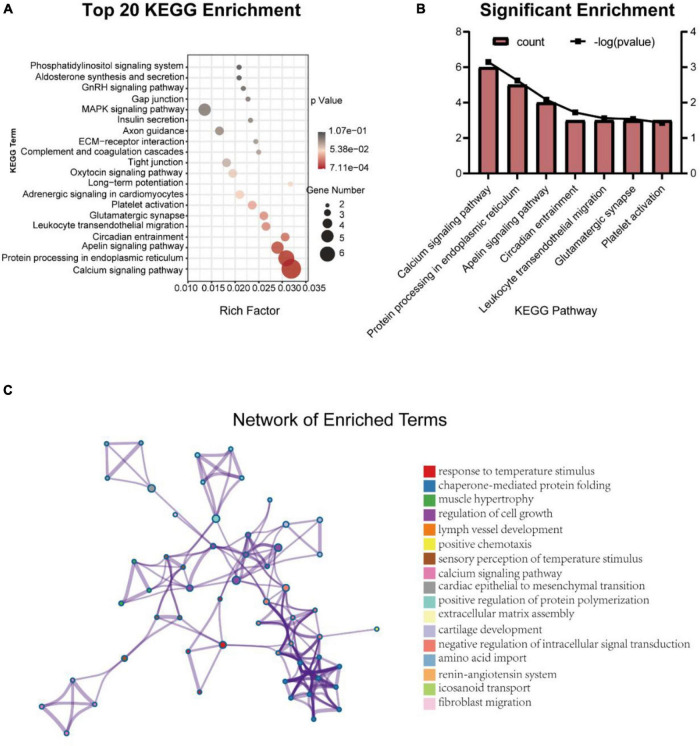
Top 20 Kyoto Encyclopedia of Genes and Genomes enrichment pathways **(A)** and the significant enrichment pathways **(B)**, and the network of enrichment terms colored by cluster ID **(C)**.

**TABLE 5:** Enrichment pathways with more than or equal to three differentially expressed genes.

Pathway ID	Pathway name	Genes	*P*-value
4020	Calcium signaling pathway	*Plcd3, Ryr2, Itpr3, Htr2a, Grin2c, Sphk2*	0.00
4141	Protein processing in endoplasmic reticulum	*Hsph1, Hspa1b, Dnaja1, Dnajb1, Ppp1r15a*	0.00
4371	Apelin signaling pathway	*Itpr3, Lipe, Ryr2, Sphk2*	0.01
4010	MAPK signaling pathway	*LOC100912399, Mecom, Hspa1b, Efna1*	0.09
4713	Circadian entrainment	*Ryr2, Itpr3, Grin2c*	0.02
4670	Leukocyte transendothelial migration	*Cyba, Cd99, Cxcl12*	0.03
4724	Glutamatergic synapse	*Grin2c, Itpr3, Slc38a3*	0.03
4611	Platelet activation	*Gp1bb, Vwf, Itpr3*	0.04
4261	Adrenergic signaling in cardiomyocytes	*Ryr2, Crem, Agtr2*	0.05
4921	Oxytocin signaling pathway	*Ryr2, Rgs2, Itpr3*	0.06
4530	Tight junction	*Scrib, LOC100912399, Cttn*	0.07
4360	Axon guidance	*Efna1, Cxcl12, Robo3*	0.09
4024	cAMP signaling pathway	*Grin2c, Lipe, Ryr2*	0.12
4060	Cytokine-cytokine receptor interaction	*Cxcl12, Il17rc, Bmp3*	0.20
4080	Neuroactive ligand-receptor interaction	*Htr2a, Agtr2, Grin2c*	0.33

The term with the most statistical significance in the cluster is selected as the term representing the cluster, and then a rich subset of terms is selected and displayed as a network diagram to further determine the relationship between terms (Figure 5C). Among them, calcium signaling pathway is related to the sensory perception of temperature stimulus.

### Gene Set Enrichment Analysis

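Genes that drive autophagosome formation differed little between 5 EA and 5 control rats. Atg12, which is joined to Atg5 to extend the membrane, had a log2 fold change of 0.15 (standard error 0.05, adjusted p = 0.217). Gabarapl2, a membrane tag of the LC3 family, had 0.11 (standard error 0.04, adjusted p = 0.282) and the initiator Becn1 0.08. Of 18 tested genes of the KEGG set 12 are above 0 and 6 below, the median log2 fold change is 0.03, and 0 pass over the list alone (2 at an unadjusted p under 0.05).

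In fgsea the set leans upward without passing (NES 1.42, p = 0.0970 by permutation, adjusted p = 0.151 over 42 lists), and camera gives an adjusted p of 0.295. It passes without control 4 (NES 1.69, adjusted p = 0.0324), without EA 5 (NES 1.70, adjusted p = 0.0333) and with no expression filter (NES 1.67, adjusted p = 0.0304), with 1.04 to 1.70 over single libraries left out (adjusted p 0.0324 to 0.523). Ranked by the ratio of mean FPKM over 20041 genes, it has an NES of 1.28 (adjusted p = 0.726). The interferon Ifna4 then stands high at an FPKM of 0.0798 (SD 0.0899) in control and 0.291 (SD 0.189) in EA. The gene set was written from memory, because the collection itself was not at hand.

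**Figure D5:**
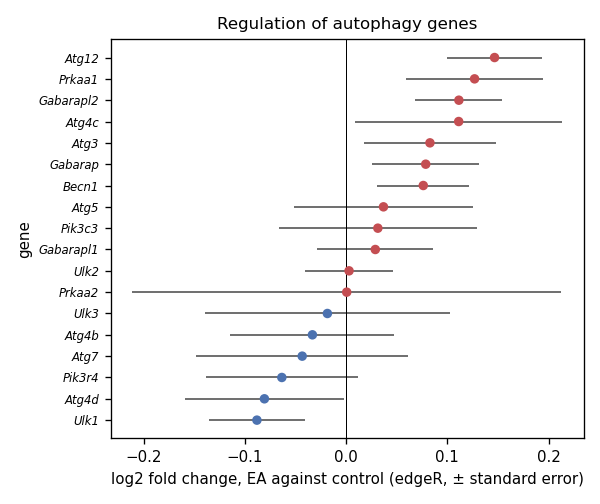
Log2 fold change with standard error of the tested genes of the KEGG set on regulation of autophagy.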

Gene Set Enrichment Analysis (GSEA) revealed the enrichment of EA responsive gene sets, identifying the regulation of autophagy as the top differentially modulated pathway, display NES of 1.564 (*P* = 0.00, FDR = 0.083). 

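The TORC2 term rests on Prr5l, a regulatory subunit that binds the complex. Its FPKM went from 1.9 (SD 0.454) in 5 controls to 1.17 (SD 0.15) in 5 EA rats, a log2 fold change of -0.67 (standard error 0.17, adjusted p = 0.171 over all genes and 0.0166 over the list alone). With the genes called by DESeq2 the term has a Fisher's exact p of 0.0509 (1 of 5 genes), and camera over the 5 genes gives an adjusted p of 0.452.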

Consistently, GO analysis also revealed a change in TORC2 signaling (GO:0038203, *P* = 0.03) as shown in Table 4. MTOR (the mechanism target of rapamycin kinase) signal is the most well-known autophagy regulator and MTOR signal is composed of two multi-protein complexes with different structures and functions, mTORC1 and mTORC2.

### Protein–Protein Interactions Analysis

The PPI network was constructed by using DEGs (Figure 6A). The three significant modules constructed from the PPI network of the DEGs including module 1 containing 5 nodes and 10 edges (MCODE score = 5), module 2 with 4 nodes and 6 edges (MCODE score = 4), and module 3 including 3 nodes and 3 edges (MCODE score = 3) (Figure 6B). MCODE 1 combined is primarily associated with protein folding, MCODE 2 is mainly involved in rRNA pseudouridine synthesis while MCODE 3 is related to DNA replication.

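Heat shock chaperones rose as a group. Of 25 tested, 15 rose and 0 fell when adjusted over the list alone, with 21 above 0 and a median log2 fold change of 0.20 (camera adjusted p = 5.38e-16, 0.0200 with an estimated correlation). It is the only list of 42 that passes both ways, and camera stays at or under 2.36e-09 in all 25 settings. Chordc1, a co-chaperone of Hsp90, had a log2 fold change of 0.51 (standard error 0.08, FPKM 9.03 to 12.7) and Hsp90aa1, the inducible Hsp90, of 0.26 (standard error 0.04, FPKM 158 to 186). Hspb1, a small chaperone that guards actin, had 0.65 (standard error 0.20) and passed over the list alone (adjusted p = 0.0134). Without the 6 members the paper names as changed, a check chosen after seeing the data, 15 of 19 are above 0 (camera adjusted p = 1.71e-05, 0.168 with an estimated correlation).

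Ribosome assembly genes leaned upward. Of 11 tested, 4 rose over the list alone, among them Npm1 at 0.17 (standard error 0.06) and Nop56 at 0.14 (standard error 0.05), and Dkc1, the pseudouridine synthase itself, fell (-0.20, standard error 0.07). For the list camera gives an adjusted p of 0.00522, 0.198 with an estimated correlation, and 0.133 without the 2 genes the paper names as changed.

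DNA replication genes show no common direction. Gins3, part of the helicase, rose over the list alone (0.52, standard error 0.17) and its partner Cdc45 fell (-0.34, standard error 0.09). The locus of Cdc45 holds that of Cldn5, so reads of Cldn5 are not excluded from this value. Of 10 genes tested the median log2 fold change is 0.01, the mean -0.03 and the camera direction Down (adjusted p = 0.814). Modules built from called genes of these samples are not independent evidence of those genes.

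**Figure D6:**
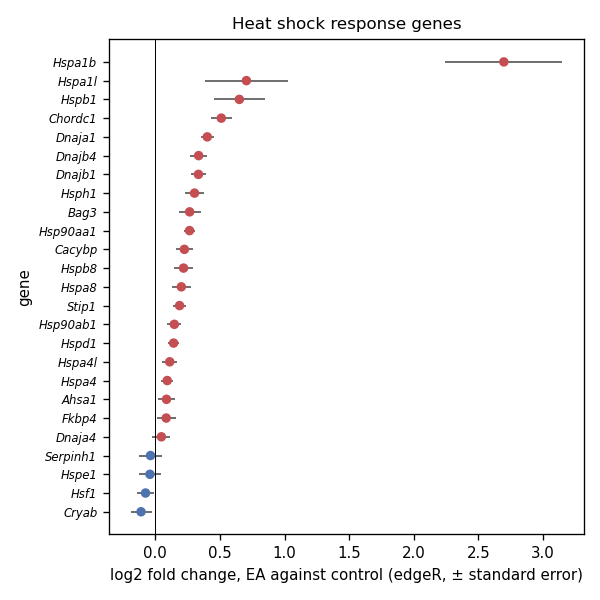
Log2 fold change with standard error of the heat shock genes tested, EA against control.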

**FIGURE 6:**
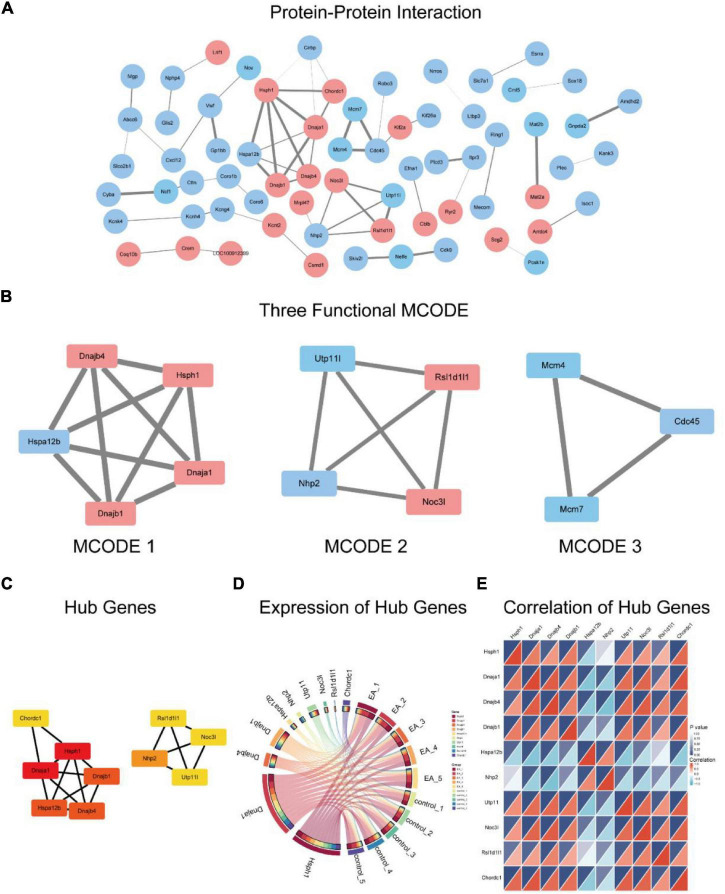
Protein-protein interaction of the DEGs **(A)**, red represents up-regulation genes, blue represents down-regulation genes, and the thicker the line, the higher the connection score. Three functional modules within the PPI **(B)**. 10 hub genes **(C)** and their expression among samples **(D)**, correlation between 10 hub genes **(E)**.

The 10 hub genes screened were *Dnaja1*, *Dnajb1*, *Dnajb4*, *Hsph1*, *Chordc1, Nhp2*, *Utp11*, *Noc3l*, *Rsl1d1l1* (Figure 6C). According to the expression of hub genes in the samples (Figure 6D), it is suggested that the expression of *Hsph1* and *Dnaja1* is the highest, followed by *Dnajb1*, *Dnajb4* and *Utp11*. However, *Chordc1*, *Hspa12b*, *Nhp2*, and *Noc3l* are less expressed in the samples, while *Rsl1d1l1* is very little. 

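Across all 10 rats the co-chaperones Dnaja1 and Hsph1 were the most abundant hub genes, with a mean FPKM of 99.1 and 77.5. Dnajb1 (31.2), Dnajb4 (20.7) and Utp11 (14), a protein of early ribosome assembly, followed. Chordc1 (10.8), Hspa12b (6.59), an endothelial relative of Hsp70, Nhp2 (6.11) and Noc3l (4.57), a nucleolar factor, were lower, and Rsl1d1l1 was lowest (1.18).

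Between groups Dnajb1 had a log2 fold change of 0.33 (standard error 0.06, adjusted p = 0.0714), Dnajb4 of 0.33 (standard error 0.06, adjusted p = 0.126) and Hsph1 of 0.30 (standard error 0.07, adjusted p = 0.170). Utp11 had 0.32 (standard error 0.08) and Noc3l 0.39 (standard error 0.10), and Hspa12b was lower at -0.61 (standard error 0.18). Of the 8 hub genes tested 7 rose and 1 fell when adjusted over the list alone (camera adjusted p = 1.16e-12, 0.00601 with an estimated correlation). The means of Nhp2 and Rsl1d1l1 come from the few rats in which they have counts. Hub genes were chosen from genes called on these samples and are not independent evidence.

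**Figure D7:**
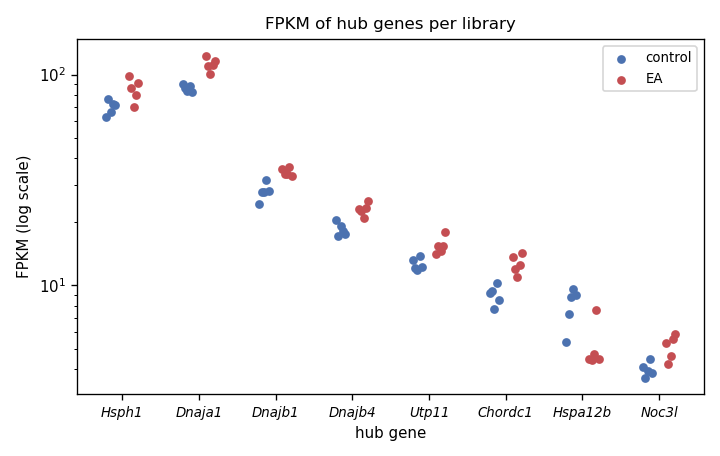
FPKM of the 8 hub genes tested in each of the 10 libraries.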

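Hub chaperones vary together over the 10 rats, and less so within the groups. Dnaja1 and Chordc1, which both serve Hsp90 and Hsp70, are most alike (Pearson r = 0.95, Spearman rho = 0.952, permutation adjusted p = 0.00448 over 28 pairs), with r = 0.934 without the 2 farthest rats. Dnaja1 and Dnajb1 have r = 0.823.

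Of the 28 pairs 22 pass at an adjusted p under 0.05, with a median r of 0.796. Once the mean of each group is removed the median r is 0.135, and pairs of the chaperones that rose run from -0.654 (Dnajb1 and Dnajb4) through 0.00527 (Dnajb1 and Chordc1) to 0.681 (Dnaja1 and Chordc1). The highest of the 28 pairs is then Dnajb1 and Hspa12b at 0.758, with a pooled r of -0.448. With 10 rats in 2 groups, pooled r includes the difference between groups.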

Figure 6E shows the correlation of gene expression of hub genes.

## Discussion

In the development of drugs for the treatment of CNS diseases, achieving adequate BBB transmission is a key challenge. The BBB is formed by brain microvascular endothelial cells that are sealed by tight junctions, which makes it an important obstacle to most brain therapies. Therefore, poor BBB permeability is the main reason for limiting the application of newly developed CNS therapeutic drugs in clinical practice.

Multiple ABC proteins are expressed in the BBB lumen and blood-oriented inner cortical membrane, which limits the permeability of a large number of toxins, including therapeutic agents (Miller, 2015). ABC transporters are ATP-driven efflux pumps of exogenous and endogenous metabolites, and their high expression in BBB leads to drug resistance in CNS. The decreased expression and/or functional activity of ABC-BBB transporters in Alzheimer’s disease (AD) and Parkinson’s disease (PD) patients (Zlokovic, 2011), and in the brain of AD animal models proved that the decreased expression and/or functional activity of ABC-BBB transporters led to the accumulation of amyloid beta peptide (Aβ) (Cirrito et al., 2005). However, the clinical potential of ABC transporters for disease management and drug delivery improvement remains unclear. 

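Of 8 ABC pumps in a list set for the blood-brain barrier, 4 fell when adjusted over the list alone (camera adjusted p = 0.00336, 0.220 with an estimated correlation). The drug pump genes Abcb1a and Abcb1b are not among the 8. Abcc6, which exports ATP and keeps tissue free of mineral, went from an FPKM of 1.15 (SD 0.209) to 0.725 (SD 0.0622), a log2 fold change of -0.64 (standard error 0.15, adjusted p = 0.168 over all genes and 0.0042 over the list alone). The others that fell are the myelin lipid carrier Abca2 at -0.20 (standard error 0.05), Abcb4, a phospholipid flippase, at -0.22 (standard error 0.07) and the glutathione conjugate exporter Abcc1 at -0.22 (standard error 0.08). Abcg2, a main drug efflux pump of brain vessels, had -0.23 (standard error 0.14, adjusted p = 0.510).

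The 8 pumps have a median log2 fold change of -0.21, with Abca1 above 0 (0.12) and Abcc5 near it (-0.01). With the preset correlation the camera adjusted p stays under 0.05 in all 25 settings (5.78e-04 to 0.0463), and is 0.036 without EA 2 and EA 5. In the whole ABC family 6 of 36 genes fell over the list alone (camera adjusted p = 0.00336, 0.198 with an estimated correlation, 0.0426 without EA 2 and EA 5). Without Abcc6, the member the paper marks as changed, camera gives 0.0346 (0.364 with an estimated correlation), a check chosen after seeing the data. Oligodendrocyte genes, the cells in which Abca2 is high, lie lower in the same rats (13 of 14 below 0, camera adjusted p = 6.51e-04, 0.380 with an estimated correlation), and so do endothelial genes (24 of 25 below 0, 1.59e-08, 0.104 with an estimated correlation).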

EA can reduce the expression of *Abcc6* (Table 3), suggesting that further studies can explore whether electroacupuncture can mediate the clearance of harmful sediments such as Aβ and the delivery of CNS therapeutic drugs by affecting the expression of *Abcc6*. Furthermore, EA intervention can change the expression of multiple SLC, including *Slc7a1*, *Slc9a3r2*, *Slc38a3*, *Slco2b1*, and *Slc25a25* (Table 3). 

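Of 23 carriers that feed the brain, set for the blood-brain barrier, 3 fell when adjusted over the list alone and 18 lie below 0 (camera adjusted p = 3.36e-06, 0.0898 with an estimated correlation). Slc7a1, which takes up arginine and lysine, went from an FPKM of 11 (SD 0.789) to 6.35 (SD 2.04), a log2 fold change of -0.78 (standard error 0.17, adjusted p = 0.162). Slc38a3, a glutamine and histidine carrier, had -0.27 (standard error 0.05, adjusted p = 0.146), Slco2b1, an organic anion carrier, -0.27 (standard error 0.06, adjusted p = 0.162), and the scaffold Slc9a3r2 -0.41 (standard error 0.10, adjusted p = 0.171). Slc25a25, a mitochondrial ATP carrier, was higher at 0.34 (standard error 0.08, adjusted p = 0.169).

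The 3 that fell over the list alone are Slc38a3, Slco2b1 and Slc7a1 (adjusted p = 0.00445 each), and the median log2 fold change of the 23 is -0.13. With the preset correlation the camera adjusted p is 8.73e-08 to 1.87e-04 over 25 settings. Without the 3 members the paper names as changed, a check chosen after seeing the data, 15 of 20 lie below 0 (camera adjusted p = 0.00253, 0.279 with an estimated correlation). The thiamine carrier Slc19a3 (-0.79, standard error 0.26) and the large amino acid carrier Slc7a5 (-0.34, standard error 0.12) lie lower in the mean and the glucose carrier Slc2a1 is at -0.15 (standard error 0.08). Endothelial genes, most of which are not carriers, lie lower in the same rats (24 of 25 below 0, camera adjusted p = 1.59e-08, 0.104 with an estimated correlation).

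Over the whole SLC family of 243 genes 3 fell over the list alone and the median is -0.05. Control 3 stands apart in this family, with a score of -0.0224 against 0.0354 to 0.0576 in the other controls. Camera gives an adjusted p of 0.0363, 0.136 with an estimated correlation and 0.177 without EA 2 and EA 5. It is 0.0615 without control 1, 0.0544 without control 2, 0.0537 without control 5, 0.0806 without EA 2 and 0.078 without EA 5, with 0.0131 to 0.207 over all settings.

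**Figure D8:**
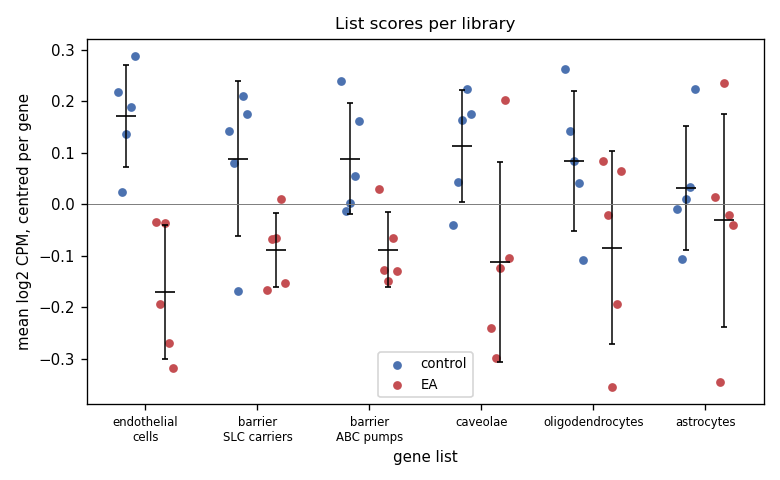
Mean log2 expression of 6 gene lists in each of the 10 libraries, with the mean and SD of each group.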

The non-invasive delivery of therapeutic drugs through BBB may use endogenous processes, such as adsorption-mediated cell transport, CMT and RMT (Terstappen et al., 2021). Among them, the CMT system is expressed by genes in the SLC transporter gene family, including more than 300 transporter genes encoding membrane-binding proteins, which are helpful for the trans-membrane transport of multiple substrates (Lin et al., 2015). In BBB, SLC proteins promote cross-cellular transport of multiple molecules, including carbohydrates, amino acids, monocarboxylic acids, hormones, fatty acids, nucleotides, organic anions, amines, choline and vitamins (Zlokovic, 2008; Daneman and Prat, 2015; Pardridge, 2015). It is worth noting that *Cavin2* is also a gene related to transcytosis, which can be significantly down regulated by electroacupuncture; Other genes related to endocytosis include *Cttn*, *Cdc45*, *Hspa12b*, *Cdcc117*, *Cdc42ep3*, Cblb and *Hspa1b* (Table 3). 

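Cavin2, a coat protein that shapes endothelial caveolae, went from an FPKM of 7.13 (SD 1.87) to 4.64 (SD 0.973), a log2 fold change of -0.59 (standard error 0.17, adjusted p = 0.195 over all genes and 0.0282 over the caveolae list alone). The other coat proteins Cavin1 and Cavin3 had -0.40 (standard error 0.20) and -0.23 (standard error 0.10), and Cav1, the caveola scaffold itself, -0.00 (standard error 0.06).

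Over 7 caveolae genes 1 fell over the list alone (median log2 fold change -0.23, camera adjusted p = 0.0116, 0.355 with an estimated correlation). Camera gives 0.052 without EA 1, 0.0955 without EA 2 and 0.116 without EA 2 and EA 5, the highest of 25 settings that start at 7.28e-05. Without Cavin2 the adjusted p is 0.0819, a check chosen after seeing the data. Endothelial genes lie lower in the same rats (24 of 25 below 0, camera adjusted p = 1.59e-08, 0.104 with an estimated correlation).

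Genes of endocytosis that rose when adjusted over their list alone are Ccdc117, a little studied protein (0.44, standard error 0.09), Cdc42ep3, an effector of Cdc42 in actin assembly (0.39, standard error 0.08), the raft protein Flot2 (0.31, standard error 0.10), Cblb and Hspa1b. Hspa12b fell in that sense, and so did Cdc45, whose locus holds that of Cldn5. The other copy of Cttn in the table (chromosome 1, 215255381 to 215290845) had 2789 to 3500 counts in controls 2 to 5, 0 in control 1, 3 in EA 2 and 0 in the other EA rats, and did not pass the filter.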

The role of these genes in maintaining the integrity of BBB should be further studied.

Basement membrane (BM) is one of the important components of BBB because endothelial cells are connected to the BM through integrins. In addition, integrins also interact with extracellular matrix proteins such as laminin, collagen and perlecan, and mediate signal transduction by activating ECM ligands, growth factors and growth factor receptors (Baeten and Akassoglou, 2011). 

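Several matrix genes of vessels had lower values in EA. Vwf, the clotting and adhesion protein stored in endothelium, went from an FPKM of 12.0 (SD 1.83) to 8.35 (SD 0.986), a log2 fold change of -0.50 (standard error 0.11, adjusted p = 0.162). Mgp, which blocks calcification of vessel walls, had -0.55 (standard error 0.13, adjusted p = 0.168). Of the 5 genes named for integrin binding and matrix 1 rose and 4 fell over the list alone (camera adjusted p = 1.37e-04, 0.0178 with an estimated correlation), a choice made on these samples and not independent evidence.

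Of 17 basement membrane genes 2 fell over the list alone, Vwa1, a perlecan-binding protein, at -0.38 (standard error 0.07, adjusted p = 0.0971 over all genes) and the proteoglycan Agrn at -0.16 (standard error 0.05). The list has a camera adjusted p of 0.004, 0.360 with an estimated correlation. It is 0.0766 without EA 2 and 0.410 without EA 2 and EA 5, with 2.7e-04 to 0.446 over 25 settings. Control 5 stands apart in it, with a score of 0.207 against 0.00891 to 0.0639 in the other controls, and without it the adjusted p is 0.0263. Endothelial genes lie lower in the same rats (24 of 25 below 0, 1.59e-08, 0.104 with an estimated correlation). Of 12 integrins 1 fell over the list alone, Itga7, a laminin receptor, at -0.23 (standard error 0.06), with no common direction (camera adjusted p = 0.593).

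With the genes called by DESeq2, Fisher's exact p is 3.67e-04 for the collagen-containing matrix (6 of 91 genes, adjusted p = 0.403) and 0.0861 for integrin binding (3 of 100). Over all 91 matrix genes 3 rose and 4 fell over the list alone (camera adjusted p = 0.023, Down, 0.406 with an estimated correlation).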

Our GO analysis showed that the mechanism of EA intervention involved integrin binding (GO:0005178, *P* = 0.0426) and collagen-containing extracellular matrix (GO:0062023, *P* = 0.0071) (Table 4). Mice lacking β1- integrin in endothelial cells produce abnormal cadherin signaling, claudin-5 deficiency and immature BBB (Yamamoto et al., 2015). Similarly, mice lacking laminin secreted by astrocytes showed BBB breakdown (Yao et al., 2014).

It is well known that the TJ in the BBB is a dynamic structure. TJ proteins undergo changes in expression, subcellular localization, post-translational modifications and protein-protein interactions under physiological and pathophysiological conditions (Huber et al., 2001). Interactions between TJ proteins and intracellular signaling pathways have begun to be elucidated (Bazzoni and Dejana, 2004). The cultured epithelial cells in the medium lacking Ca^2 +^ showed the loss of cell membrane ZO-1, ZO-2 and thromboxane, and the increase of related paracellular permeability (Klingler et al., 2000). Interestingly, although artificially increasing intracellular [Ca^2 +^] does not change BBB TJ (Brown et al., 2004), the treatment with Ca^2 +^ channel blocker SKF 96365 can improve the permeability increase effect of hypoxia/hyperglycemia on BBB through a mechanism that seems to involve the recruitment of occludin into the cell membrane (Brown and Davis, 2005). 

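Calcium store genes moved both ways. Itpr3, the least abundant of the receptors that release calcium on IP3, went from an FPKM of 1.57 (SD 0.138) to 1.01 (SD 0.114), a log2 fold change of -0.62 (standard error 0.10, adjusted p = 0.0714 over all genes and 8.7e-04 over the list alone). The phospholipases Plcd3 and Plcg2, which make IP3, had -0.32 (standard error 0.08) and -0.34 (standard error 0.11), and the ryanodine receptor Ryr3 0.32 (standard error 0.09).

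Over 22 genes of calcium stores and release, a list written from general knowledge, 2 rose (Ryr2, Ryr3) and 3 fell (Itpr3, Plcd3, Plcg2) when adjusted over the list alone. Camera calls no common direction (adjusted p = 0.173).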

The results of KEGG analysis showed that the most significant enrichment pathway was the calcium signaling pathway, and the differential genes associated with this pathway are *Plcd3, Ryr2, Itpr3, Htr2a, Grin2c, Sphk2* (Figure 6 and Table 5). *Itpr3* is an inositol 1,4,5-triphosphate receptor, type 3 (InsP3R3), encoding a receptor for inositol 1,4,5-trisphosphate, a second messenger that mediates the release of intracellular calcium. Although EA intervention did not significantly change the mRNA level of TJ proteins in this experiment, the previous study of our research group found that EA intervention could affect the expression level of ZO-1 and occluding (Zhang et al., 2020). Therefore, it is not excluded that EA regulates the subcellular localization and post-translational modification of TJ proteins through the calcium signaling pathway. 

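Tight junction genes differed little in the main. Tjp1, which codes ZO-1, had an FPKM of 27.0 in control and 26.1 in EA, a log2 fold change of -0.03 (standard error 0.05, adjusted p = 0.831). Ocln, the occludin gene, had -0.45 (standard error 0.18, adjusted p = 0.293), and Lsr, a protein of tricellular corners, -0.31 (standard error 0.12, adjusted p = 0.282). Of 17 genes tested in the paper's group 0 pass over the list alone with edgeR, 2 lie at an unadjusted p under 0.05 (both lower) and DESeq2 calls 0.

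For that group the median log2 fold change is -0.06 and camera gives an adjusted p of 0.106 (0.436 with an estimated correlation), 0.0254 without control 2 and 0.00876 without EA 4. Over 20 endothelial junction genes, Cdh5, the cadherin of endothelium, at -0.03 among them, 0 pass alone and camera gives an adjusted p of 0.0475, 0.390 with an estimated correlation. That call is lost in 16 of 25 settings (0.00639 to 0.551), with 0.118 without control 1, 0.0511 without control 3, 0.0841 without control 4, 0.108 without control 5, 0.0936 without EA 1, 0.145 without EA 2, 0.133 without EA 5 and 0.514 without EA 2 and EA 5. Endothelial genes lie lower in the same rats (19 of the 20 the paper does not name are below 0), though they are not called with an estimated correlation.

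Cldn5 cannot be judged, with 26 counts in control 1, 115 in control 5 and 0 in the other 8 rats. Its locus (chromosome 11, 86356294 to 86357718) lies within that of Cdc45 in the table (86329012 to 86358453).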

The next step can study the effect of EA intervention on the protein expression level of TJ proteins and the possible role of calcium signaling in it.

Autophagy persists at the basic level of cells and is the mechanism of organelle or protein degradation and recycling (Lakhan et al., 2013). It is stimulated by a variety of pathological processes and participates in the elimination of organelle and protein decomposition, thereby avoiding excessive damage and cell dysfunction in various organs and cells (De Meyer et al., 2015). *In vivo* experiments showed that rapamycin (an autophagy inducer) led to the decrease of ZO-1 and the increase of BBB permeability, and confirmed the role of autophagy in regulating paracellular permeability (Zhang et al., 2018). However, studies have reported that CLDN5 (claudin 5) is abnormally accumulated in the cytoplasm of BMECs in stroke patients, accompanied by autophagy activation. Studies on zebrafish *in vivo* and *in vitro* cells showed that the BBB decomposition was caused by the redistribution of CLDN5 mediated by CAV1 (caveolin 1) into the cytoplasm under hypoxia. At the same time, autophagy is activated, which is mainly helpful degradation of CAV1 and CLDN5 in BMECs cytoplasm. These data suggest that autophagy plays a role in BBB integrity by regulating the redistribution of CLDN5 (Yang et al., 2021). Also, autophagy involves the dynamic disposition of intracellular and extracellular components, theoretically affecting BBB penetration. For example, autophagy-mediated lysosomal degradation pathway is involved in the degradation of PPR/*p* TRAIL in brain capillary endothelial cells and prevents them from penetrating BBB. The pre-inhibition of BBB autophagy by wortmannin loaded liposomes (Wtmn-Lip) can increase the accumulation of non-viral gene vector PPR in the brain without damaging the BBB tight junction (Wang et al., 2020). In the study of APP/PS1 mice, LSP (Lychee seed polyphenol) induced autophagy in bEnd.3 cells through AMPK/mTOR/ULK1 pathway and increased TJs expression (Xiong et al., 2021). The above data show that autophagy can regulate BBB permeability and material transport, but there is still no direct evidence to explain the exact relationship between the two, which may be related to diseases and the types of models used in the study. Our GSEA results showed that EA at specific stimulation mode could activate autophagy (Figure 7) and inhibit TORC2 signal (GO: 0038203, *P* = 0.0311), and the genes involved were significantly down-regulated Prr5l (Table 4). Therefore, we believe that autophagy is closely related to the translocation and degradation of TJ proteins in BBB, which is also an idea to study the mechanism of EA opening BBB. However, the protein expression and mRNA expression are not completely consistent, because the sample of this experiment is the total RNA of rat cortical tissue, not a single cell, which is also one of the limitations of this experiment. 

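Genes of mTORC2, a kinase complex for survival and actin signals, differed little apart from the regulatory Prr5l. The scaffold Rictor had a log2 fold change of 0.08, the kinase Mtor of -0.02, Mlst8 of -0.14 (standard error 0.05) and Prr5 of -0.24 (standard error 0.11). Of 9 genes 1 fell over the list alone, and camera gives an adjusted p of 0.105, or 0.438 without Prr5l.

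In the core autophagy machinery 0 of 43 genes pass over the list alone with edgeR, and 6 lie at an unadjusted p under 0.05 (2 higher, 4 lower). The initiating kinase Ulk1 had -0.09. Median log2 fold change is 0.03, the mean -0.005 and the camera direction Up (adjusted p = 0.867), and fgsea gives an NES of -0.83 (adjusted p = 0.835).

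From its calcium pathway genes the paper proposes that EA might act on junction proteins, and from an upward autophagy set and a lower Prr5l that autophagy might be a route. The RNA levels here bear on the genes alone, since neither permeability nor protein was measured in these samples.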

Future studies should first confirm whether the autophagy pathway activated by EA is involved in the translocation and degradation of BBB TJ protein. Secondly, whether the degree of autophagy activation is enough to cause cell damage. Finally, is the autophagy activation after EA a direct effect or is it because EA changes the cellular distribution of TJ proteins (such as translocation from cell membrane to cytoplasm), thus promoting autophagy activation.

**FIGURE 7:**
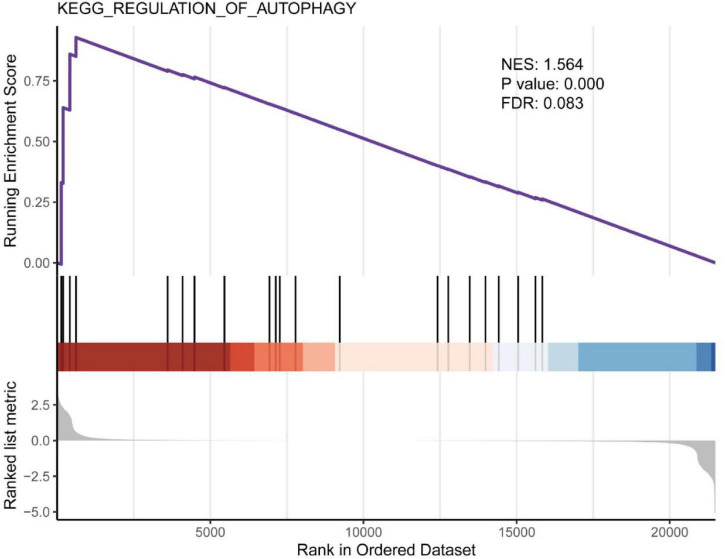
Gene set enrichment analysis for “regulation of autophagy.” Screening with NES > 1, *P* < 0.05 and FDR < 0.25.

In addition, EA may have an effect on the clathrin-coated pit (GO:0005905, *P* = 0.0424), involving genes including *Cttn* and *Sh3bp4* (Table 4). 

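Sh3bp4, a cargo adaptor that steers receptor uptake, went from an FPKM of 6.74 (SD 0.97) to 5.02 (SD 0.58), a log2 fold change of -0.40 (standard error 0.10, adjusted p = 0.171 over all genes and 0.0419 over the list alone). Rab11a, which recycles vesicles, had 0.15 (standard error 0.04, adjusted p = 0.0419 over the list alone), and Picalm, a clathrin assembly protein, 0.06 (standard error 0.06). Of 29 genes of clathrin-mediated endocytosis 1 rose and 1 fell over the list alone, with no common direction (camera adjusted p = 0.842).

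With the genes called by DESeq2 the clathrin-coated pit has a Fisher's exact p of 0.389 (1 of 47 genes, Sh3bp4). Over all 47 genes camera gives an adjusted p of 0.451.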

Clathrin-coated pit is a part of the endomembrane system in the form of an invagination of a membrane upon which a clathrin coat forms, and that can be converted by vesicle budding into a clathrin-coated vesicle. Coated pits form on the plasma membrane, where they are involved in receptor-mediated selective transport of many proteins and other macromolecules across the cell membrane. Experimental studies on various animal models have shown that Aβ is mainly cleared through the BBB across blood vessels (70–85%), while a small part is cleared through the ISF flow (Bading et al., 2002; Deane et al., 2004; Tarasoff-Conway et al., 2015) and the molecular mechanism of Aβ clearance through BBB has been clarified in more detail recently. In short, Aβ produced in the brain binds to LRP1 on the albumin side of BBB, resulting in its rapid internalization into endothelial cells and clearance through blood. Phosphatidylinositol-binding clathrin assembly protein (PICALM) is crucial for the internalization of LRP1 – Aβ complex mediated by endothelial clathrin/PICALM, and guides the transport of endocytosis vesicles containing Aβ in endothelial cells by sequential fusion with Rab5 positive early endosomes and Rab11 positive sorting endosomes used for the endocytosis of BBB luminal (Zhao et al., 2015).

However, as we mentioned above, our sample is a mixture of all cells in the cortex, which can not directly prove that these genes and proteins are expressed in which kind of cells of the blood-brain barrier. 

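Endothelial genes and genes of oligodendrocytes had lower values in EA rats. Sox18, a regulator of vessel identity, went from an FPKM of 5.35 (SD 0.657) to 2.67 (SD 0.708), a log2 fold change of -0.98 (standard error 0.17, adjusted p = 0.0714 over all genes and 0.00153 over the list alone). The vessel receptor Tie1 had -0.47 (standard error 0.10), the endothelial factor Erg -0.50 (standard error 0.13), Ushbp1 -0.80 (standard error 0.18) and Tmem204, a regulator of lymphatic growth, -0.55 (standard error 0.15). Of 25 endothelial genes 6 fell when adjusted over the list alone and 24 lie below 0 (median -0.22, camera adjusted p = 1.59e-08, 0.104 with an estimated correlation). Over 25 settings camera gives 4.24e-11 to 1.92e-04, and 9.81e-05 without EA 2 and EA 5, the rats rich in structural RNA, where the median is -0.11. Without the 5 genes the paper names as changed, a check chosen after seeing the data, 19 of 20 lie below 0 (camera adjusted p = 0.00243, 0.361 with an estimated correlation).

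Of 14 oligodendrocyte genes 13 lie below 0 and 1 fell over the list alone, the axon sheath protein Hapln2 at -0.42 (standard error 0.11). Their camera adjusted p is 6.51e-04 (0.380 with an estimated correlation, 8.74e-07 to 0.0395 over 25 settings). Of 8 precursor genes 1 fell over the list alone, the proteoglycan Cspg4 at -0.22 (standard error 0.06), with a camera adjusted p of 0.012 (0.291 with an estimated correlation, 0.0854 without EA 1). Of 15 pericyte and smooth muscle genes 0 pass over the list alone and 3 lie at an unadjusted p under 0.05 with edgeR. Camera gives an adjusted p of 0.0157 (0.389 with an estimated correlation), 0.0693 without control 5, 0.0955 without EA 2, 0.118 without EA 5 and 0.758 without EA 2 and EA 5.

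Of 14 astrocyte markers 10 lie below 0, the enzyme Aldoc at -0.15 (standard error 0.06) among them, and the water channel Aqp4 lies above with a wide error (0.67, standard error 0.65). Camera calls no common direction (adjusted p = 0.136, Down, and 0.00961 without EA 3). Neither do microglia (12 genes, 0.776) or excitatory neurons (11 genes, 0.842, median -0.03 and mean 0.01 with camera direction Up). Inhibitory neurons have 4 of 11 genes higher at an unadjusted p under 0.05, the enzyme Gad2 at 0.19 (standard error 0.06) among them (camera adjusted p = 0.0744, 0.0478 without control 2 and 0.0144 without EA 4). Bulk tissue cannot tell less RNA per cell from fewer cells where the genes of a list move alike. Endothelial fold changes were uneven, with a heterogeneity Q of 78.9 over 25 genes (78.7 in the highest other of 100 splits). The 25 include the 5 genes the paper names as changed on these samples, Sox18 among them. Such a choice can widen the spread, and Q was not computed without these 5. Sox18 had -0.98 and Cdh5 -0.03 (standard error 0.09). Q therefore cannot decide whether fewer vessel cells are the only cause. The 20 genes not named by the paper have a median of -0.15.

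**Figure D9:**
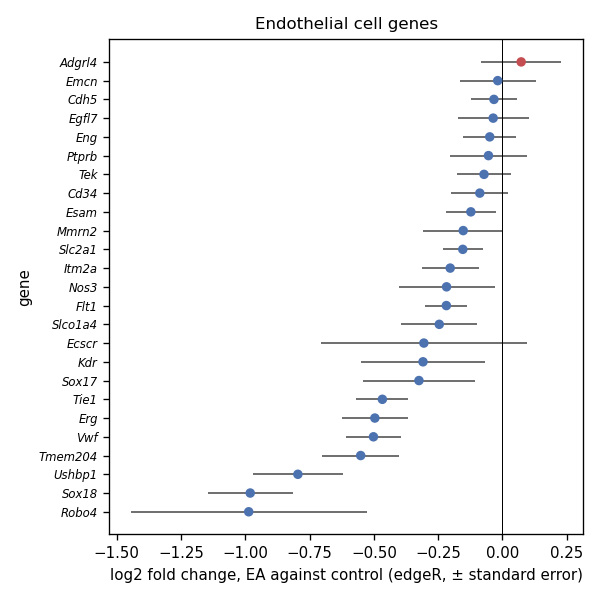
Log2 fold change with standard error of the endothelial genes tested, EA against control.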

Our research mainly focuses on the role of endothelial cells, and the blood-brain barrier is not a single entity. It is composed of astrocytes, pericytes and endothelial cells, which allow the endothelial cells of the central nervous system to strictly regulate the movement of ions, molecules and cells between blood and neural tissues. Astrocytes are the most abundant cells in the brain, which are very important in regulating brain and BBB function. A recent breakthrough study (Kitchen et al., 2020) proved that targeting astrocytes at the blood-brain barrier (BBB) and spinal cord barrier (BSCB) is a feasible option for the treatment of TBI and spinal cord injury. This study showed that pharmacological inhibition of these signal events could prevent the development of central nervous system edema and promote the functional recovery of injured rats, which was confirmed by Sylvain et al. (2021). Recently, the molecular mechanism of clearing Aβ through BBB has been elucidated in more detail. Lymphatic pathway is a waste removal system, which plays an important role in dementia. It uses the unique system of perivascular channels to promote the effective removal of soluble proteins and metabolites from the central nervous system. AQP4 is highly expressed in astrocytes. The enrichment of perivascular AQP4 at BSCB/BBB shows that it plays a role in lymphatic function. The development of new drugs for this system will have great therapeutic potential (Salman et al., 2021). In addition, pericytes also play an important role in the maintenance of BBB function. In addition to communicating with astrocytes, pericytes also support the maintenance of BBB in postnatal brain. Pericyte deficient mutant mice showed increased permeability of BBB to low molecular weight and high molecular weight tracers, and pericytes can directly regulate the expression of transporters (Arvanitis et al., 2020).

Achieving adequate BBB transmission is a key challenge in the development of drugs for the treatment of central nervous system (CNS) diseases. However, most traditional BBB opening strategies are difficult to be applied in clinic because of their extensive and non-specific regulation of BBB, resulting in damage to normal brain tissue. Therefore, non-invasive methods that selectively and effectively cross the BBB, such as receptor-mediated cell transport and the use of neurophilic viruses, nanoparticles and exosomes, have become popular in recent years (Terstappen et al., 2021). For example, in the process of glioma treatment, the poor permeability of BBB is the main reason that restricts the application of newly developed treatment methods for glioma in clinic. Researchers have proposed a variety of strategies to target and effectively regulate the BBB of tumor, so as to obtain more effective glioma treatment (Luo and Shusta, 2020).

## Conclusion

Our research will provide valuable resources for discovering and studying new targets and signaling pathways that mediate crosstalk between different cell types in NVU. This may lead to the development of new transgenic animal models – BBB, NVU, and pluripotent stem cell models of different neurological diseases, as a valuable way to discover and test new drug delivery methods.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/, GSE192885.

## Ethics Statement

This study was approved by the Animal Protection and Use Committee of Zhejiang University of Traditional Chinese Medicine.

## Author Contributions

CM was responsible for drafting and writing the manuscript. LG and HW analyzed and sorted out the data. LR and YL provided help for the experiment. SZ and PG contributed to make important modifications to the manuscript. XL approved the final manuscript to be published. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

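The samples are poly(A) RNA of the cerebral cortex of 5 rats given electroacupuncture and 5 bound control rats, sequenced as stranded paired reads on an Illumina sequencer. The authors trimmed reads with Cutadapt 1.9, aligned them with HISAT2 2.0.4 to Rnor_6.0, assembled them with StringTie 1.3.4d and merged the transcripts with gffcompare 0.9.8. The submitters' notes name HISAT2 2.0, StringTie 1.3.0 and Bowtie 0.12.2. The FPKM values were computed by the authors with ballgown from the StringTie assembly and then deposited. The estimated counts beside them were deposited by the authors as whole numbers drawn from the same assembly, and how they were drawn is not stated. No reads were aligned here.

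The test planned at first was limma on FPKM, since the file name promised FPKM alone, with a change to edgeR if counts were found. Counts were found, so edgeR 4.0.16 (TMM scaling, quasi-likelihood F test) is the main test, with limma 3.58.1 on FPKM kept among the alternatives. Also used were DESeq2 1.42.0, fgsea 1.28.0, statmod 1.5.0 and data.table 1.17.8 in R 4.3.3, and numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 in Python 3.11.15. An FPKM of 0.0001 in the file stands for 0. Genes were kept with an FPKM of at least 0.5 in at least 5 of 10 libraries. A gene is called at an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change above 1.2, the thresholds of the paper. Standard errors of log2 fold changes are the fold change divided by the root of the F statistic.

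Gene lists were tested with limma's camera at a preset correlation of 0.01 and with an estimated one, adjusted over 42 lists written from general knowledge or by a rule on symbols, and apart from these over 20 lists taken from the paper. The paper had been read when the lists were written, so some hold genes it names. Where several genes share a symbol, a list takes the one with the highest mean. GO and KEGG terms were tested with Fisher's exact test against the kept genes that carry a term. Library measures and scores were compared by exact permutation of the group labels.

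Genes were tabulated by a rule, and the text names those at its claims: every gene the paper names, the called genes with the lowest adjusted p whose groups do not overlap, and up to 4 members with the lowest p of each list described. The paper's table of fold changes had been seen when the rule was written. Members of lists named beyond these, such as Hspb1, Tmem204 and Gad2, were chosen after their values were seen.

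Alternatives were the filter, the scaling, the pseudocount, robust and weighted limma, a structural RNA covariate, the replicate number as a block, leaving out EA 2 and EA 5, and leaving out each library. In counts with simulated changes edgeR found 10% of genes changed 1.2 times, 58% at 1.5 times, 88% at 2 times and 98% at 4 times, with 7 false calls. DESeq2 found 143 of the 200 with 27 false calls. The qPCR, the protein network and the modules drawn from it were not analysed, as no data for them are in the file. The collection of gene sets the authors used was not at hand.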

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

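The tests of explanations for genes counted in some rats alone and for the endothelial genes were chosen after the results were seen.

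In 6 of 130 groups of 5 libraries a single library lay far from the other 4, where chance gives about 1 in 20, or 6.5. The mitochondrial genome was high in EA 3, with a summed FPKM of 279022 (other EA libraries 240975 to 246389) and a score of 0.293 (others 0.0053 to 0.0345). The basement membrane score was 0.207 in control 5 (other controls 0.00891 to 0.0639), and the SLC family score was -0.0224 in control 3 (others 0.0354 to 0.0576). Log2 CPM of LOC102554500 were -3.32 in control 2 (others -4.83, the value of 0 counts), and those of Hspa12b 4.23 in EA 4 (others 3.47 to 3.63).

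Signals also appear in groups of genes that the paper does not test as groups, as a difference between EA and control. Camera gives an adjusted p of 4.53e-07 for immediate early genes, 3.98e-05 for the mitochondrial genome and 0.00522 for structural RNAs, all higher in EA. With an estimated correlation these are 0.129, 0.389 and 0.295, and without EA 2 and EA 5 the structural RNAs have 0.769.

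98 genes have 3 counts or fewer in at least 2 libraries and 100 or more in at least 2 others, among them Cttn (the copy at 215255381), Nhp2, Pigg and LOC102554500. For the set the tables argue against a switch by the treatment, since 80 of the 98 are off in libraries of both groups. They also argue against reads moving to another gene of the same symbol, which gains a median of 0.0307 of the lost count (11 pairs, quartiles -0.0526 and 0.0707), and to an overlapping gene (0.00337, 28 pairs, quartiles -0.00824 and 0.0857). Such genes share their symbol with another gene more often than others (11.2% against 3.03%, Fisher's exact p = 2.14e-04), so copies or alleles that differ between outbred rats stay a candidate explanation, untested. In 5 of them, AABR07071228, AABR07071905, Cttn, LOC102554500 and LOC103689951, the groups differ by 4 or 5 libraries. Of all splits into 5 and 5, 2 reach this number of genes, the real one included (highest other 5). Since another split ties with the real one, neither chance nor a structure of the samples, such as litters, can be excluded.

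Endothelial genes were lower in EA as a list, with a camera adjusted p of 9.81e-05 without EA 2 and EA 5, the rats with more structural RNA. The median log2 fold change is then -0.11, against -0.22 with all rats. With an estimated correlation and all rats the call is lost (0.104). A smaller share of vessel cells would lower these genes alike, and over all 25 genes the fold changes are uneven (heterogeneity Q of 78.9). Of 100 splits 1 reaches this, the real one, though the highest other has 78.7 (median 25.4). The 25 include 5 genes that the paper names as changed on these samples, Sox18 and Tie1 among them. Such a choice can widen the spread, and Q was not computed without these 5. Cdh5 had -0.03 (standard error 0.09), Emcn -0.02 (0.15) and Egfl7 -0.04 (0.14), against -0.98 (0.17) for Sox18 and -0.47 (0.10) for Tie1. Q therefore cannot decide on a smaller share, which stays open, alone or beside other changes. Of the 20 genes not named by the paper 19 lie below 0, with a median of -0.15. Genes such as Slc2a1 (-0.15) that other cells also make need not fall alike, but Cdh5 is the cadherin of endothelium. Less blood left in the vessels cannot be told apart, since with the group means removed blood RNA and the endothelial score have r = -0.37 (permutation p = 0.284, rho = -0.43, r = -0.25 without the 2 farthest, 10 libraries). Lower transcription in endothelium stays a hypothesis, and differences in dissection are untested.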

How the results depend on the processing

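DESeq2, edgeR with robust spread, RLE scaling, separation on log CPM and limma on FPKM as such, the test planned for a file without counts, were added as settings after seeing the data. DESeq2 calls 77 genes up and 91 down among kept genes, and 72 up and 98 down among all genes with a count. For the main 3 up and 0 down, edgeR with robust spread gives 5 and 3, limma on FPKM 5 and 1, with pseudocount 1 also 5 and 1, with pseudocount 0.01 4 and 1, with robust limma 5 and 1, with library weights 2 down, as deposited 1 and 1, on TPM 1 and 1, and on TPM without structural and mitochondrial RNAs 1 down. The structural RNA covariate gives 1 and 1, the stricter filter 1 down, and no EA 2 and EA 5 1 down. Leaving out 1 library gives 2 to 6 up (5 without control 2, 6 without EA 3) and 0 to 3 down (2 without control 1, 1 without EA 1, 3 without EA 3). Of 42 lists 19 are called, 12 with the structural RNA covariate, 12 without EA 2 and EA 5 and 13 to 21 over single libraries left out. The list of structural RNAs turns from called to a median of 0.00751 (adjusted p = 0.957) under the covariate made from the same RNAs, by construction. The autophagy set (NES 1.42) has 1.67 with no filter and 1.04 to 1.70 over single libraries left out, and passes with no filter, without control 4 and without EA 5. The structural RNA difference (0.84) is 0.81 on TPM (exact p = 0.0794), 0.077 without EA 2 and EA 5 and 0.51 to 1.05 over single libraries left out. Group separation has an exact p of 0.00794 to 0.0238 over single libraries left out and 0.0357 without EA 2 and EA 5. Libraries of the same number are not pairs, as their deviations correlate by -0.003 to 0.061, and with the number as a block 3 genes are up, 0 down and 19 lists called. Of single genes 2824 results kept direction and call under the planned settings, 14 lost the call, 8 gained it and 7 moved. Of lists 1276 kept it, 62 lost it, 24 gained it and 1 reversed. Fewer libraries lower the power by construction. For the other settings the cause was not tested.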

Differences from the paper's values

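At the paper's thresholds the paper reports 156 differentially expressed genes, 70 up and 86 down, and edgeR calls 3, with 3 up and 0 down (2155 at an unadjusted p under 0.05). None of the 24 alternatives set before the data were examined comes within 1.5 times of the paper's counts. DESeq2 is the test the paper itself used, and here it was chosen after seeing the values. DESeq2 comes within 1.5 times of the paper's counts, with 168 genes among kept genes (77 up, 91 down) and 170 among all genes with a count (72 up, 98 down). Of 74 genes the paper names as changed, it drops 20 and 18, and edgeR calls 3 of the 74.

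The paper reports 7 KEGG pathways at p under 0.05, and the edgeR calls, of which 1 carries a pathway term, give 1. No alternative was set for it in advance. DESeq2, chosen after seeing the values, gives 5 with kept genes, within 1.5 times of the paper's, and 4 with all genes.

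Of the 77 genes of the paper's barrier table with a value here, 76 lie within 0.1 of the paper's log2 fold change. The exception is Cttn. On the scale of control over EA the paper's value is 12.38 and the value here -0.13, with none of 22 alternatives near the paper's (-0.18 to -0.06). Another copy of Cttn in the file has an FPKM of 13.3 (SD 7.47) in control and 0.00241 in EA and is left out by the filter. With no filter it has a log2 fold change of -11.63 (EA over control, adjusted p = 0.0787), and DESeq2 over all genes gives an adjusted p of 2.57e-05, a setting chosen after seeing the values that drops 18 of the 74 genes. On the scale of control over EA 3 more genes near 0 differ in sign. Arf1 is at the paper's 0.02 and here -0.0061 (8 of 22 alternatives have the paper's sign, 14 do not), Emp1 at the paper's 0.01 and here -0.00498 (13 do, 9 do not), and Eps15 at the paper's 0.02 and here -0.00493 (5 do, 17 do not).

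The paper names calcium signalling as its leading pathway. Here protein processing in the endoplasmic reticulum has the lowest p among pathways with the genes called by DESeq2 among kept genes. It does not pass correction there (Fisher's exact test, adjusted p = 0.861). Of the genes called by edgeR only 1, Dnaja1, carries a pathway term, so those calls cannot rank pathways. The paper has the autophagy set as its top set by GSEA, over the KEGG sets of MSigDB with thresholds on NES, p and an FDR of 0.25. Here 42 lists of another make were used, this set among them, so the ranks do not compare. The autophagy set has an NES of 1.42, an unadjusted p of 0.097 and an adjusted p of 0.151, which is within the paper's FDR and outside its p. The paper marks 14 genes of its barrier table as changed. With edgeR 0 of these pass over all genes, and DESeq2, chosen after seeing the values, calls 12 of the 14 among kept genes and 14 among all genes.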

Other observations

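Immediate early genes, which neurons switch on within minutes of strong input, lay higher in the EA rats. Crem, a repressor induced by cAMP, had a log2 fold change of 0.60 (standard error 0.16), the AP-1 partner Maff 0.63 (standard error 0.18) and Scg2, a precursor of secreted peptides, 0.34 (standard error 0.10), and these 3 rose when adjusted over the list alone. Others were uneven. Arc had 0.04 (standard error 0.12), Egr1 0.05 (0.12) and Nptx2 0.02 (0.09), while Fos had 0.29 (0.13) and Npas4 0.50 (0.30). Neuronal activity itself was not measured. Of 29 tested 26 lie above 0 (median 0.23, camera 0.129 with an estimated correlation). Without EA 2 and EA 5 camera gives an adjusted p of 4.04e-05 and 0 genes pass over the list alone with edgeR (8 at an unadjusted p under 0.05 with all rats). Without the 2 members the paper names as changed, Crem and Scg2, it is 2.27e-05 (0.279 with an estimated correlation), a test chosen after seeing the data.

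RNAs that cells make when cooled were lower in EA. Cirbp had an FPKM of 21.4 in control and 16.2 in EA, a log2 fold change of -0.38 (standard error 0.09, adjusted p = 0.168), and Rbm3 34 and 27.1, a log2 fold change of -0.30 (standard error 0.08, adjusted p = 0.171). Both fell when adjusted over the list alone. All 14 genes of the mitochondrial genome lie above 0 (median 0.15, 0 over the list alone and 1 at an unadjusted p under 0.05 with edgeR, camera 0.389 with an estimated correlation). Of 77 ribosomal protein genes 60 lie below 0 (median -0.06, 0 over the list alone and 16 at an unadjusted p under 0.05 with edgeR). Camera gives these an adjusted p of 0.00336, 0.521 with an estimated correlation, 0.0578 without control 3, 0.0681 without EA 2 and 0.116 without EA 2 and EA 5.

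The tests of a warmer brain, and of splits for DESeq2, lists, unadjusted p and Q, were chosen after the results were seen. A warmer brain in the EA rats is a hypothesis for the heat shock genes that stays open. The mean log2 difference of Cirbp and Rbm3 (-0.34, exact p = 0.00794) was known when it was put forward and cannot test it. Library by library the values do not decide it, with r = -0.37 within groups (permutation p = 0.306), rho = -0.73 (p = 0.016 by permutation) and r = -0.77 without the 2 farthest libraries. The rats with more structural RNA do not carry the heat shock result (camera adjusted p = 2.91e-18 without EA 2 and EA 5). Body temperature is not in the labels, and anaesthesia or handling that differed between the groups is untested.

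Other splits of the 10 libraries into 5 and 5 were fitted to see whether chance can be excluded. The 3 genes called by edgeR are reached by 2 of 100 splits (highest other 3), the 168 of DESeq2 by 2 of 60 (highest other 177), the 19 lists by 2 of 100 (highest other 20) and the 2155 genes at an unadjusted p under 0.05 by 4 of 100 (highest other 2312), the real split included. The real split is among the largest drawn in each count, but it does not stand alone. The counts therefore exclude neither chance nor a structure of the samples, since some other splits are as large. For DESeq2 and the unadjusted p these exchange control 1 with an EA library, while the split with 20 lists exchanges control 4 (control 1 gives 3 to 14 lists). Drawn splits that exchange control 1 give 1022 to 2312 genes at an unadjusted p under 0.05.

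Blood cell genes have a median log2 fold change of -1.0, with Hbb at -1.27 (standard error 0.46), and 0 of 4 pass over the list alone with edgeR (3 at an unadjusted p under 0.05). Camera gives an adjusted p of 0.0153, 0.360 with an estimated correlation, 0.0308 without EA 2 and EA 5, 0.118 without control 1 and 0.0694 without control 2, with 2.69e-05 to 0.195 over 25 settings. Of 13 structural RNAs 5 rose over the list alone (median 0.39, mean 1.3, camera 0.295 with an estimated correlation, 0.0575 without EA 5 and 0.769 without EA 2 and EA 5). The list of meningeal fibroblasts has a camera adjusted p of 0.0606 (0.0316 without control 1, 0.00129 without control 3, 0.0287 without EA replicate 1, 0.00199 without EA 4), and cholesterol synthesis 0.0744 (0.0261 without control 1, 0.0465 without control 3). Lists without a call are striatum (0.814), thalamus (0.269), dentate gyrus (0.848), ependymal cells (0.783), glucocorticoid response (0.786, median 0.04 and mean -0.02, direction Up), circadian clock (0.236), interferon-stimulated genes (0.867), inflammatory mediators (0.867) and hypoxia (0.932, median 0.04 and mean -0.01, direction Up).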
